# Transcription factor *c-Maf* deletion improves streptozotocin-induced diabetic nephropathy by directly regulating *Sglt2* and *Glut2*

**DOI:** 10.1172/jci.insight.163306

**Published:** 2023-03-22

**Authors:** Mitsunori Fujino, Naoki Morito, Takuto Hayashi, Masami Ojima, Shun Ishibashi, Akihiro Kuno, Seizo Koshiba, Kunihiro Yamagata, Satoru Takahashi

**Keywords:** Nephrology, Chronic kidney disease, Diabetes

## Abstract

The transcription factor c-Maf has been widely studied and has been reported to play a critical role in embryonic kidney development; however, the postnatal functions of c-Maf in adult kidneys remain unknown as *c-Maf*–null C57BL/6J mice exhibit embryonic lethality. In this study, we investigated the role of c-Maf in adult mouse kidneys by comparing the phenotypes of tamoxifen-inducible (TAM-inducible) *c-Maf*–knockout mice (*c-Maf^fl/fl^*; *CAG-Cre-ER*^TM^ mice named “*c-Maf*^ΔTAM^”) with those of *c-Maf^fl/fl^* control mice, 10 days after TAM injection [TAM(10d)]. In addition, we examined the effects of *c-Maf* deletion on diabetic conditions by injecting the mice with streptozotocin, 4 weeks before TAM injection. *c-Maf*^ΔTAM^ mice displayed primary glycosuria caused by sodium-glucose cotransporter 2 (*Sglt2*) and glucose transporter 2 (*Glut2*) downregulation in the kidneys without diabetes, as well as morphological changes and life-threatening injuries in the kidneys on TAM(10d). Under diabetic conditions, *c-Maf* deletion promoted recovery from hyperglycemia and suppressed albuminuria and diabetic nephropathy by causing similar effects as did *Sglt2* knockout and SGLT2 inhibitors. In addition to demonstrating the potentially unique gene regulation of c-Maf, these findings highlight the renoprotective effects of *c-Maf* deficiency under diabetic conditions and suggest that *c-Maf* could be a novel therapeutic target gene for treating diabetic nephropathy.

## Introduction

c-Maf is a member of the large Maf family of basic leucine zipper transcription factors. The leucine zipper domain mediates dimer formation, and its basic region binds to the Maf recognition element (MARE) in genomic DNA. There are 3 types of MAREs, namely TRE-type, CRE-type, and half-MARE (1). In addition to these domains, large Maf family members are characterized by the presence of an N-terminal acidic transactivation domain (2). The functions of c-Maf have been widely studied, and it has been reported to play critical roles in the embryonic stage, including in the differentiation of T lymphocyte subsets (3, 4), differentiation involving γ-crystallin synthesis in lens fiber cells (5, 6), differentiation of hypertrophic chondrocytes during endochondral bone development (7, 8), and development of the embryonic kidney and liver cells. In mice, *c-Maf* is first expressed on embryonic day 16 in the proximal tubules (9); however, the postnatal functions of c-Maf in adult kidneys remain unclear as *c-Maf*–null mice in a C57BL/6J background exhibit embryonic lethality (10). Therefore, to investigate the functions of c-Maf in adult kidneys, we previously generated tamoxifen-inducible (TAM-inducible) *c-Maf*–knockout (*c-Maf^fl/fl^*; *CAG-Cre-ER*^TM^) mice, which we named “*c-Maf*^ΔTAM^” mice (11).

Transporters mediate the translocation of substrates across biological membranes and are widely expressed throughout the body, including the liver, brain, and kidney. There are 2 main transporter superfamilies, namely the ATP-binding cassette (ABC) superfamily and the solute carrier (SLC) superfamily. ABC transporters use energy from ATP hydrolysis and function as efflux transporters, whereas SLC transporters are associated with the cellular uptake of small molecules. Transporters from both families have attracted considerable attention in drug development as over 80 SLC transporters are known to be involved in monogenic disorders (12) and, thus, have therapeutic potential.

The kidneys reabsorb glucose through specific transporters, including sodium-glucose cotransporters (SGLTs) and glucose transporters (GLUTs) (13). SGLT2 is considered a major glucose reabsorption transporter as the reabsorption ratio of SGLT2-filtered glucose is 80%–90% in the proximal tubules (14, 15). Importantly, the pharmacological inhibition of SGLT2 reduces hyperglycemia and glomerular hyperfiltration by suppressing renal glucose reabsorption to increase the excretion of urinary glucose, thereby reducing the risk of progression to chronic kidney disease (CKD) (16–19). SGLT2 inhibitors have, therefore, received increasing attention as a target for a new class of blood glucose–lowering drugs that have been approved to treat type 2 diabetes mellitus and CKD.

In addition, it was recently reported that induction of renal *Glut2* deficiency reversed hyperglycemia in streptozotocin-induced (STZ-induced) mouse models (20). Glut2 is localized in renal proximal tubule cells and normally affects the basolateral efflux of the reabsorbed glucose from the tubular cells back into the circulation. Hyperglycemia induces Glut2 expression in the kidney, and its increased expression contributes to the development of diabetic kidney disease (DKD) in mice. Renal proximal tubule cell–specific ablation of *Glut2* has been demonstrated to ameliorate the progress of DKD in mice because of suppression of cannabinoid-1 receptor stimulation and mTOR complex 1 (mTORC1) activity (21, 22). Therefore, in addition to *Sglt2*, *Glut2* can be established as a target gene for the treatment of diabetes. However, the physiological contributions of Sglt2 and Glut2 in the kidney to systemic glucose homeostasis have been not completely established; therefore, it is important to elucidate the mechanisms underlying the function of these transporters.

This study was aimed at investigating the role of c-Maf in adult mice by exploring the specific phenotypes of *c-Maf*^ΔTAM^ mice and characterizing the associated c-Maf transcriptional profiles using RNA sequencing (RNA-Seq) and quantitative polymerase chain reaction (qPCR). In addition, we evaluated the direct binding of c-Maf with *Sglt2* and *Glut2* and explored the effects of *c-Maf* deletion on diabetes and kidney injury. Overall, in this study, we found potentially novel aspects of *c-Maf* regulation in the kidneys and provided causal insights into c-Maf regulation and the phenotypes of *c-Maf*^ΔTAM^ mice, including urinary features and improvements in diabetic conditions and nephropathy progression.

## Results

### c-Maf^ΔTAM^ mice develop severe renal glycosuria, basic aminoaciduria, and albuminuria.

To explore the roles of c-Maf in adults, we analyzed the urine and blood components of 8-week-old *c-Maf*^ΔTAM^ and *c-Maf^fl/fl^* (control) mice, 10 days after TAM injection [TAM(10d)]. First, we found that urinary glucose levels were sharply increased in *c-Maf*^ΔTAM^ mice compared with those in *c-Maf^fl/fl^* mice on TAM(10d) (Figure 1A). In addition, water intake and urine volume were higher in *c-Maf*^ΔTAM^ mice than in the control mice (Figure 1, B and C). Together, these 3 conditions are typical signs of diabetes; however, blood glucose levels in *c-Maf*^ΔTAM^ mice were only slightly lower than in the control mice (Figure 1D). In addition, intraperitoneal glucose tolerance tests (IPGTTs), serum insulin and glucagon levels, and insulin receptor substrate 1 (*IRS1*) and *IRS2* mRNA expression levels were comparable between the 2 groups (Figure 1, E–G, and Supplemental Figure 1, A and B; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.163306DS1). Moreover, to examine c-Maf expression, morphological changes upon *c-Maf* deletion, and c-Maf function in the pancreas, IHC staining, hematoxylin and eosin (HE) staining, and analysis of serum amylase, whose value changes when there is an abnormality in the pancreas, were performed. The IHC staining revealed c-Maf expression around the exocrine cells, such as the macrophages and interstitial area, but not in the islet cells (Supplemental Figure 1C). Although its expression in *c-Maf*^ΔTAM^ mice decreased compared with that in *c-Maf^fl/fl^* mice, there were no morphological changes and no significant difference in amylase levels in the serum under the feeding conditions compared with those in *c-Maf^fl/fl^* mice (Supplemental Figure 1, D and E).

In addition, we examined the liver and small intestine, along with the pancreas, because the roles of c-Maf in adult liver and small intestine were recently reported (23, 24). In the case of liver, c-Maf was expressed around the hepatic cells, such as sinusoidal cells and macrophages (Supplemental Figure 1F). Although there was a tendency for decreased c-Maf expression, no morphological changes were observed (Supplemental Figure 1G). In addition, there were no significant differences in serum aspartate transaminase and alanine transaminase levels, which are criteria for liver function (Supplemental Figure 1, H and I). In fact, time-specific *c-Maf* loss did not alter the fractal dimension patterning and did not induce liver damage, such as fibrosis, under basal conditions (23). Considering our data and the results reported previously, we concluded that *c-Maf* deletion does not have primary and critical effects on the function and morphology of the liver in this study.

In the case of small intestine, there was a tendency for decreased c-Maf expression (Supplemental Figure 1J); however, *c-Maf*^ΔTAM^ mice did not show morphological changes in the small intestine compared with that in *c-Maf^fl/fl^* mice (Supplemental Figure 1K). In fact, although in enterocytes, the expression of c-Maf plays an important role in nutrient absorption, TAM-induced *c-Maf* deletion in the entire intestinal epithelium did show comparable change in the body weight and unaltered nutrient absorption capacity with no compensatory increase in other MAF family members (24). Considering our data and the result reported previously, we concluded that *c-Maf* deletion does not have primary and critical effects on the function and morphology of the small intestine as well as of the pancreas and liver in this study. Taken together, we concluded that the significant increase in urinary glucose levels was due to primary glycosuria, not diabetes.

In addition to primary glycosuria, the *c-Maf*^ΔTAM^ mice showed a tendency for increased urinary basic amino acid levels compared with *c-Maf^fl/fl^* mice on TAM(10d) (Figure 1H); however, the total serum concentrations of these amino acids did not differ significantly (Supplemental Figure 1L). High urinary basic amino acid levels are a typical feature of Fanconi renotubular syndrome (FRTS; Online Mendelian Inheritance in Man [OMIM]: 134600, 613388, 615605, 616026, 618913) (25). Consistently, the mice displayed some other characteristics of FRTS, including increased renal sodium and a tendency for increased urinary phosphate levels, potassium, and calcium wasting; a tendency for lower urinary uric acid levels; and no significant differences in serum sodium and potassium levels (Supplemental Figure 1, M–S), indicating that FRTS was incomplete in *c-Maf*^ΔTAM^ mice.

We also found that urinary albumin levels were higher on TAM(10d) in *c-Maf*^ΔTAM^ mice than in *c-Maf^fl/fl^* mice because of reduced albumin reabsorption in the proximal tubules, as indicated by immunohistochemistry (IHC) staining (Figure 1, I and J). Since high urinary albumin levels are a typical marker of nephropathy, we performed histological and biochemical analysis on the kidneys. Physiological serum creatinine and urea nitrogen (UN) levels did not differ significantly between the *Maf*^ΔTAM^ and *c-Maf^fl/fl^* mice (Supplemental Figure 1, T and U). Furthermore, histological analysis using HE and periodic acid–Schiff staining as well as electron microscopy images revealed no significant structural changes in the glomeruli or brush border membranes of the proximal tubules in *c-Maf*^ΔTAM^ and *c-Maf^fl/fl^* mice on TAM(10d) (Supplemental Figure 1V).

Given that *c-Maf*^ΔTAM^ mice can survive for at least 2 years following TAM injection (*n* = 6, data not shown), it is possible that *c-Maf* loss leads to renal glycosuria, basic aminoaciduria and albuminuria without diabetes, complete FRTS, morphological changes, and life-threatening kidney injuries.

### Relationship between c-Maf and renal features in c-Maf^ΔTAM^ mice.

To determine why glycosuria, aminoaciduria, and albuminuria occurred in *c-Maf*^ΔTAM^ mice from the perspective of genetic variation, we performed RNA-Seq and qPCR analyses in both the groups. 

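RNA-Seq libraries were made from whole kidneys of 4 *c-Maf* ΔTAM mice, which carry floxed *c-Maf* and a TAM-inducible Cre recombinase, and 4 *c-Maf fl/fl* mice, which carry floxed *c-Maf* without Cre. The labels give an age of 8 weeks, and the paper ties the comparison to TAM(10d). The authors deposited the number of reads that featureCounts assigned to the exons of each gene name in the Ensembl annotation of GRCm38, without normalization. Both reads of a pair were counted separately, strand was not used, and reads on exons shared by neighboring genes were not counted. The counts of *c-Maf* ΔTAM mice 1 to 4 totaled 22990257, 18896014, 17188052, and 16649129, and those of *c-Maf fl/fl* mice 1 to 4 totaled 18696580, 20890209, 20371115, and 19897769. From these counts, 20149 of 55367 listed genes passed edgeR's filterByExpr and were tested. Library sizes were scaled by the TMM method, and levels are given as edgeR's TMM-normalized CPM values (counts scaled to a common library size). The genotypes were compared with edgeR's quasi-likelihood test at a Benjamini-Hochberg adjusted *P* value of 0.05, and log2 fold changes are *c-Maf* ΔTAM relative to *c-Maf fl/fl* mice. The biological coefficient of variation between mice of one genotype was 0.203. Mitochondrial genes took between 17.1% and 32.3% of the counts per mouse. The female-specific transcript *Xist* had 2 counts in *c-Maf* ΔTAM mouse 1, and 6 and 22 counts in *c-Maf fl/fl* mice 3 and 4, against 17618 to 22387 counts in the other 5 mice. The sexes are not stated, so differences are also given for the 5 mice with high *Xist* (3 *c-Maf* ΔTAM, 2 *c-Maf fl/fl*); the mice with low *Xist* include 1 *c-Maf* ΔTAM mouse, so no test was run within them. The targeted gene, *Maf*, lies on chromosome 8 from 115682942 to 115707794, on the minus strand, and shares 5.34% of its exonic bases with *Gm15655*. Its counts were 178, 671, 533, and 187 in *c-Maf* ΔTAM mice 1 to 4 and 7746, 7580, 6018, and 5988 in *c-Maf fl/fl* mice 1 to 4. Normalized levels were 20.8 ± 13.1 CPM (SD, n = 4) in *c-Maf* ΔTAM mice and 344.7 ± 30.8 CPM (SD, n = 4) in *c-Maf fl/fl* mice. The log2 fold change was -4.05 (standard error 0.512, adjusted *P* = 0.0115), with all 4 *c-Maf* ΔTAM mice below all 4 *c-Maf fl/fl* mice. With each mouse left out in turn, it stayed between -4.41 and -3.80. Among the mice with high *Xist*, it was -3.87 with an adjusted *P* of 0.108, and among the mice with low *Xist*, *Maf* was at 9.06 CPM in the *c-Maf* ΔTAM mouse against a mean of 328.3 CPM.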

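At the adjusted *P* threshold, 436 genes differed between genotypes in edgeR's quasi-likelihood test, of which 118 were higher and 318 were lower in *c-Maf* ΔTAM than in *c-Maf fl/fl* mice. In 435 of these 436 genes, the values of one genotype all lay above those of the other, which held for 1973 of the genes tested and which chance gives for 2.86% of genes. Of the 50 genes with the smallest *P* values, 46 were lower in *c-Maf* ΔTAM mice. The largest falls were in *Clec2h* (log2 fold change -5.78, standard error 0.551, adjusted *P* = 0.002), *Sectm1b* (-5.64), *D630023F18Rik* (-5.40, with 14.4% of its exonic bases shared with *Gm28845*), *Ttr* (-5.02), and *Gm906* (-4.84). *Gm906* shares 92.5% of its 36-base sequences with *Gm8765*, so its value is uncertain. The largest rises were in *Saa4*, *Kcne1l* (log2 fold change 2.84, standard error 0.489, adjusted *P* = 0.0135), *Chrnb4* (2.59), *Smoc1* (2.55), and *Mbl1* (2.28). *Saa4* had 127, 32, 47, and 35 counts in *c-Maf* ΔTAM mice and 0, 0, 0, and 7 counts in *c-Maf fl/fl* mice, so its fitted log2 fold change of 5.03 ranged from 4.41 to 8.96 when single mice were left out. In the 8 fits that each left out 1 mouse, *Ttr* stayed past the threshold in 6, *Saa4* in 3, *Kcne1l* in 5, and *Smoc1* in 7, and the other named genes stayed past it in all 8. Those fits gave between 239 and 452 differentially expressed genes, with 239 without *c-Maf* ΔTAM mouse 3, 256 without *c-Maf* ΔTAM mouse 2, and 285 without *c-Maf fl/fl* mouse 3. With the level of *Xist* as a covariate, the setting that raised the count most, 1443 genes passed (561 higher, 882 lower), including 434 of the 436. Among the 5 mice with high *Xist*, 789 genes passed (322 higher, 467 lower), including 359 of the 436. There, *Smoc1* had an adjusted *P* of 0.111 and the other 9 genes named here remained past the threshold in the same direction. In each of these fits, more genes were lower than higher, whereas the paper reports more upregulated than downregulated genes.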

A total of 374 differentially expressed genes (DEGs) were detected between *c-Maf*^ΔTAM^ and *c-Maf^fl/fl^* mice (Figure 2A), among which 261 were upregulated and 113 were downregulated. 

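Solute carrier genes were taken as all genes whose symbol names an Slc or Slco family member, because the gene list behind the paper's pathway term was not used here. Of 290 such genes tested, 35 were differentially expressed, an odds ratio of 6.66 against the other tested genes (95% confidence interval 4.48 to 9.66, *P* = 1.59e-16, two-sided Fisher's exact test). The lower genes included 27 solute carrier genes (odds ratio 6.90, *P* = 1.45e-13, Fisher's exact test), and the higher genes included 8 (odds ratio 5.09, *P* = 0.000312, Fisher's exact test). Genes are not independent of each other, so these *P* values describe the lists and not the mice. With genes of at least 1 CPM on average as the background, the overall odds ratio was 6.38, and without the mitochondrial SLC25 family it was 7.18. The level of *Xist* as a covariate lowered it most, to 3.79, where 64 solute carrier genes passed the threshold. Among the 5 mice with high *Xist*, 50 of 292 solute carrier genes passed, with an odds ratio of 5.59.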

Pathway analysis of these DEGs indicated a strong relationship between *c-Maf* and SLC-mediated transmembrane transport (Figure 2B). 

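K-means clustering with 3 clusters and 50 random starts was applied to the log2 CPM of the tested solute carrier genes, scaled per gene to z scores. It gave clusters of 77, 88, and 125 genes. The cluster of 77 genes held *Slc5a2* and *Slc2a2*, and all 77 were lower on average in *c-Maf* ΔTAM than in *c-Maf fl/fl* mice, with a mean difference of -0.75 on the log2 scale. Its mean z scores were -1.22, -0.36, -0.75, and -0.37 in *c-Maf* ΔTAM mice 1 to 4, and 0.58, 0.70, 0.77, and 0.65 in *c-Maf fl/fl* mice 1 to 4. It held 27 genes that were lower past the threshold of the test and 0 that were higher. The other clusters had mean differences of 0.05 and 0.20 on the log2 scale, held 5 and 3 of the higher genes, and separated the mice less evenly by genotype. The number of clusters moved the result most. With 2 clusters, the one with *Slc5a2* held 134 genes, 67 of them among the 77, and with 4 clusters it held 74 genes, all among the 77. Among the 5 mice with high *Xist*, it held 98 genes, 64 of them among the 77. *Slc2a2* fell in the same cluster as *Slc5a2* under each of these settings.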

To obtain further insights into the regulation of *c-Maf* in specific clusters, we constructed a k-means clustering heatmap (Figure 2C) and selected 1 cluster with clear differences in both groups (Supplemental Figure 2A). This cluster included 2 glucose transporters, Slc5a2 (Sglt2) and Slc2a2 (Glut2), through which renally filtered glucose is reabsorbed in the proximal tubules (13, 26), suggesting that primary glycosuria in *c-Maf*^ΔTAM^ mice is caused by decreased expression of these transporters on TAM(10d). In addition, the cluster included several amino acid transporters that were downregulated in *c-Maf*^ΔTAM^ mice, which may result in aminoaciduria (Supplemental Figure 2B). 

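*Slc5a2* lies on chromosome 7 of GRCm38 from 128265657 to 128272430, on the plus strand. Reads on 20.6% of its exonic bases, which it shares with *BC017158*, were not counted. It was at 8.19, 38.5, 31.2, and 20.3 CPM in *c-Maf* ΔTAM mice 1 to 4 and at 337.6, 311.3, 334.3, and 302.3 CPM in *c-Maf fl/fl* mice 1 to 4, or 24.5 ± 13.2 and 321.4 ± 17.3 CPM (SD, n = 4 each). The log2 fold change was -3.71 (standard error 0.461, adjusted *P* = 0.0101, edgeR's quasi-likelihood test). Every *c-Maf* ΔTAM mouse was below every *c-Maf fl/fl* mouse (two-sided exact permutation test, *P* = 0.0286, the smallest that 4 mice against 4 allow). It stayed between -4.02 and -3.42 with each mouse left out in turn, past the threshold in 8 of 8 fits. Among the mice with high *Xist*, it was -3.44 (adjusted *P* = 0.0112), and among those with low *Xist*, the *c-Maf* ΔTAM mouse was below both *c-Maf fl/fl* mice. *Slc2a2* lies on chromosome 3 from 28697903 to 28731359, on the plus strand, and shares no exonic bases with another gene. It was at 47.5, 72.7, 66.8, and 92.7 CPM in *c-Maf* ΔTAM mice 1 to 4 and at 162.2, 153.7, 157.6, and 138.0 CPM in *c-Maf fl/fl* mice 1 to 4, or 69.9 ± 18.6 and 152.9 ± 10.5 CPM (SD, n = 4 each). Its log2 fold change was -1.13 (standard error 0.168, adjusted *P* = 0.0062), with the same complete separation of the mice. It ranged from -1.30 to -0.98 with each mouse left out in turn, past the threshold in 8 of 8 fits, and was -1.03 (adjusted *P* = 0.00062) among the mice with high *Xist*. The fall in *Slc5a2* was larger than that in *Slc2a2* in all of these fits. A list of 12 proximal S1 and S2 genes, without glucose and amino acid transporters or albumin receptors, also fell, with a median of -1.03. The fall in *Slc2a2* was close to that median, so it is not set apart from a wider fall of genes of these segments. *Slc5a2* fell further. Because the proximal tubules reabsorb filtered glucose through the transporters that *Slc5a2* and *Slc2a2* encode, the paper proposes that their decreased expression causes the primary glycosuria of *c-Maf* ΔTAM mice.

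**Figure D1:**
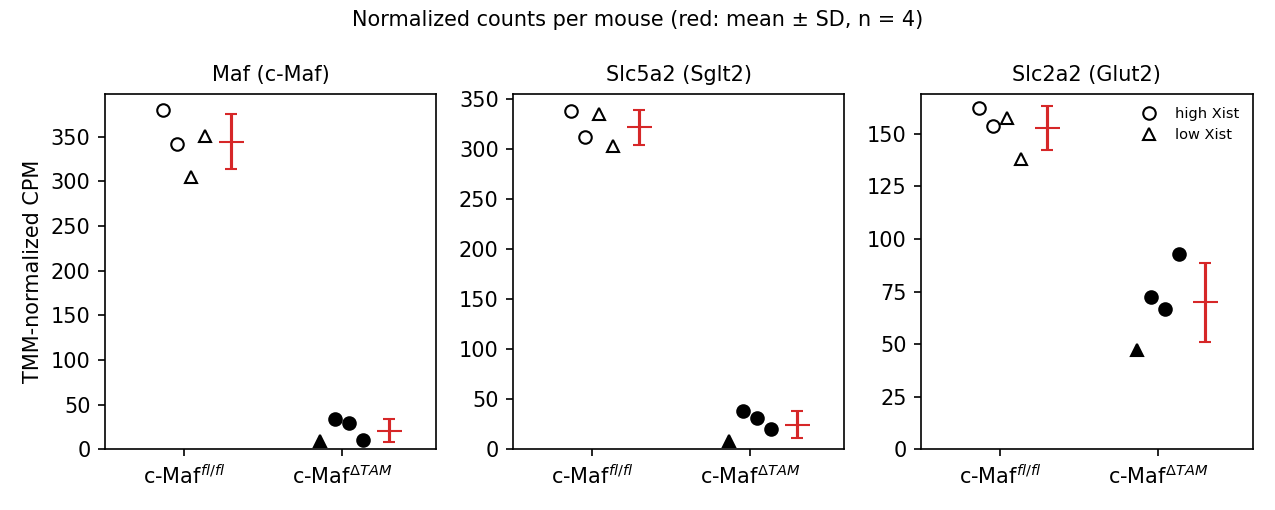
TMM-normalized CPM of *Maf*, *Slc5a2*, and *Slc2a2* (y axes, linear, from 0) in each of 4 *c-Maf fl/fl* mice (open symbols) and 4 *c-Maf* ΔTAM mice (filled symbols), with the mean ± SD of each genotype in red. Circles are mice with high *Xist* and triangles mice with low *Xist*; for each gene, the 4 *c-Maf* ΔTAM mice sit below the 4 *c-Maf fl/fl* mice, at 8.19 to 38.5 against 302.3 to 337.6 CPM for *Slc5a2* and 47.5 to 92.7 against 138.0 to 162.2 CPM for *Slc2a2*.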

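Of 36 amino acid transporter genes listed before the data were examined, 33 passed the filter on low counts. Over all genes tested, 9 of them were lower in *c-Maf* ΔTAM mice past the threshold of edgeR's quasi-likelihood test and 0 were higher, with 2 higher at an unadjusted *P* under 0.05. Adjusted over the list alone, 9 were lower and 1 was higher. The largest fall among the 9 was in *Slc7a2* (log2 fold change -1.55, standard error 0.186, adjusted *P* = 0.000842), followed by *Slc38a4* (-1.36), *Slc7a8* (-1.35), *Slc3a2* (-1.26), *Slc6a19* (-1.23), *Slc7a7* (-1.20), *Slc16a10* (-1.02), *Slc7a9* (-0.84), and *Slc43a2* (-0.70). In each of the 9 genes, all 4 *c-Maf* ΔTAM mice were below all 4 *c-Maf fl/fl* mice. The median of -1.03 for the proximal S1 and S2 list without such transporters lies within the range of these 9 falls. They are therefore not set apart from the wider fall of genes of these segments. *Slc7a9*, which encodes a subunit of the transporter of cystine and basic amino acids, was at 56.4 ± 8.40 CPM in *c-Maf* ΔTAM and 101.1 ± 8.76 CPM in *c-Maf fl/fl* mice (SD, n = 4 each; standard error of the log2 fold change 0.114, adjusted *P* = 0.002). *Slc3a1*, which encodes its partner subunit, was not detectably different at 510.4 ± 26.2 and 519.4 ± 40.7 CPM (log2 fold change -0.03, standard error 0.0898, adjusted *P* = 0.936). *Slc3a2* was at 60.9 CPM in *c-Maf* ΔTAM mouse 1 and at 88.6 to 93.3 CPM in the other 3 *c-Maf* ΔTAM mice, all below the *c-Maf fl/fl* mean of 199.4 CPM. With each mouse left out in turn, *Slc7a8* stayed past the threshold in 3 of 8 fits, *Slc6a19* in 6, and the other 7 genes in all 8. Among the 5 mice with high *Xist*, all 9 genes were lower past the threshold and 2 list genes were higher. The *Xist* covariate moved the higher count most, also to 2, and 1 list gene was higher past the threshold with DESeq2 or without *c-Maf* ΔTAM mouse 1. *Slc43a2* shares 9.18% of its exonic bases with *Gm45606*, and *Slc7a7* shares 7.00% with *Oxa1l*.

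**Figure D2:**
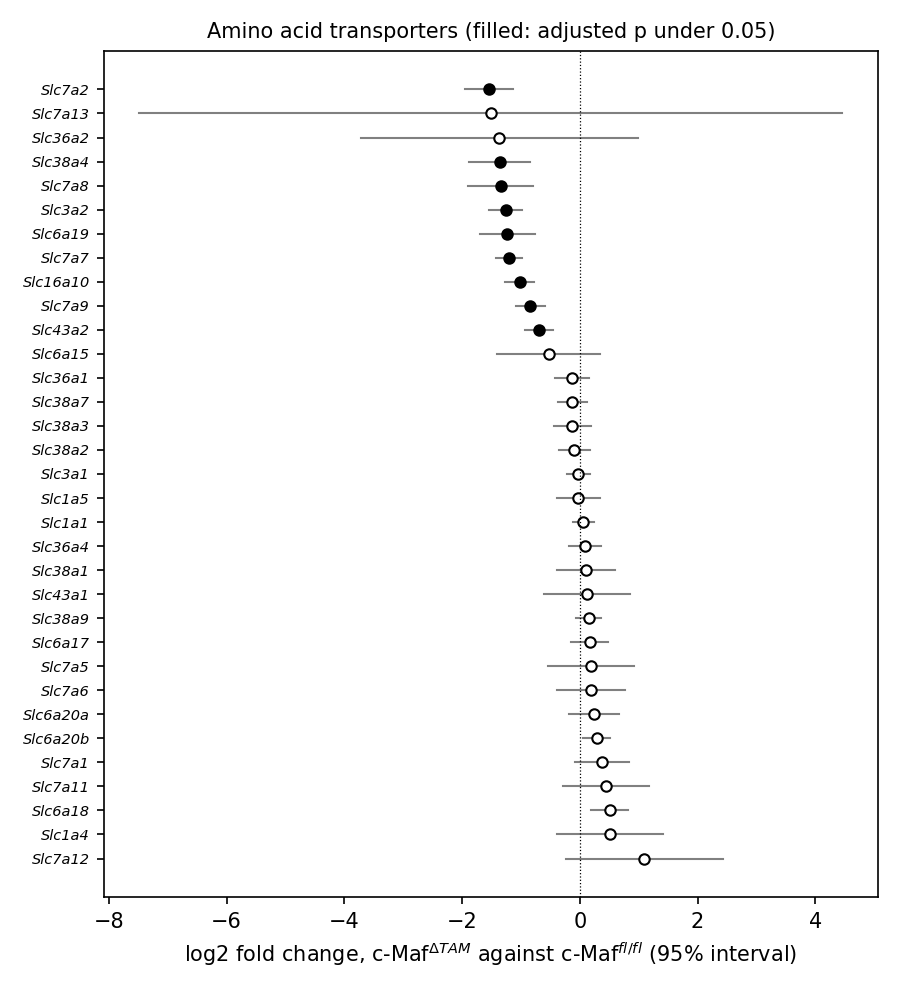
Log2 fold change of each of the 33 tested amino acid transporter genes in *c-Maf* ΔTAM relative to *c-Maf fl/fl* mice (x axis), with its 95% confidence interval as a line and genes ordered by fold change (y axis). Filled points have an adjusted *P* value under 0.05: the 9 filled genes run from -1.55 for *Slc7a2* to -0.70 for *Slc43a2*, and 0 filled genes lie above 0.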

In terms of albuminuria, qPCR analysis suggested that the gene expression of megalin (*Lrp2*) and cubilin (*Cubn*), which are responsible for albumin reabsorption in proximal tubules, was downregulated in *c-Maf*^ΔTAM^ mice (Figure 2, D and E). In addition, IHC staining revealed a tendency for decreased megalin expression in proximal tubules of *c-Maf*^ΔTAM^ mice compared with that in *c-Maf^fl/fl^* mice; no negative feedback was observed at least at the mRNA level (Figure 2F). Indeed, previous studies using *Lrp2*- and *Cubn*-deficient mice have reported no significant morphological changes in the kidneys due to deficiency of these 2 genes (27, 28). Together, these results elucidate *c-Maf* gene regulation in kidney proximal tubules and demonstrate that *c-Maf* deletion leads to renal glycosuria, basic aminoaciduria, and albuminuria by downregulating the gene expression of several transporters in the kidney.

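The solute carrier genes with the smallest *P* values among those lower in *c-Maf* ΔTAM mice were *Slc22a5*, *Slc7a7*, and *Slc4a4*. *Slc22a5*, on chromosome 11 of GRCm38 from 53864542 to 53891660, fell from 204.0 ± 10.7 to 73.7 ± 7.03 CPM (SD, n = 4 each; log2 fold change -1.47, standard error 0.0907, adjusted *P* = 4.88e-06 from edgeR's quasi-likelihood test). It shares 33.9% of its 36-base sequences, mainly with *Slc22a21*, so part of its reads could belong to that gene. *Slc4a4* fell from 1466 ± 36.3 to 737.9 ± 52.3 CPM (SD, n = 4 each; log2 fold change -0.99, standard error 0.089, adjusted *P* = 0.000113). Transporter genes also rose. *Slc10a2* (log2 fold change 0.96, standard error 0.121, adjusted *P* = 0.00124), *Slc18a1* (1.06, adjusted *P* = 0.00228), and *Slc6a12* (1.78, adjusted *P* = 0.00794) had the smallest *P* values among the higher solute carrier genes. All 4 mice of one genotype lay above those of the other in each of these 6 genes, all 6 stayed past the threshold with any 1 mouse left out, and all 6 were past it among the mice with high *Xist*. In these libraries, a change in the albumin receptor genes was not detectable. *Lrp2* was at 6759 ± 1548 CPM in *c-Maf* ΔTAM and 7580 ± 683.8 CPM in *c-Maf fl/fl* mice (SD, n = 4 each; log2 fold change -0.17, standard error 0.164, 95% confidence interval -0.523 to 0.192, adjusted *P* = 0.719). That value rests on *c-Maf* ΔTAM mouse 1, at 4466 CPM against 7183 to 7710 CPM in the other 3, and was -0.01 without it. *Cubn* was at 1276 ± 65.1 and 1307 ± 94.8 CPM (SD, n = 4 each; log2 fold change -0.03, standard error 0.0922, 95% confidence interval -0.235 to 0.167, adjusted *P* = 0.912). *Lrp2* was at -0.28 with *Xist* as a covariate (adjusted *P* = 0.154). Quantile normalization gave 0.06 for *Lrp2* and 0.17 for *Cubn*, and upper-quartile factors gave 0.01 for *Cubn*. Among the mice with high *Xist*, the log2 fold changes were -0.08 and -0.05.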

### c-Maf is a potentially novel transcription factor that regulates Sglt2 and Glut2.

To verify the direct regulation of *Sglt2* and *Glut2* by *c-Maf*, we evaluated the RNA expression levels of these transporters using qPCR. The expression of *Sglt2* and *Glut2* was significantly lower in the kidneys of *c-Maf*^ΔTAM^ mice, consistent with the observed reduction in *c-Maf* expression (Figure 3, A and B, and Supplemental Figure 3A). Moreover, *Glut1* expression was unchanged and *Sglt1* expression was slightly increased, likely to compensate for *Sglt2* downregulation (Supplemental Figure 3, B and C) (29). IHC analysis further verified that the expression of Sglt2 and Glut2 proteins was substantially decreased in *c-Maf*^ΔTAM^ mice compared with that in the *c-Maf^fl/fl^* control mice (Figure 3, C and D). Moreover, localization of the 2 transporters was consistent with that of c-Maf in the proximal tubules of the kidneys in *c-Maf^LacZ/+^* mice (Figure 3, E and F). Next, we examined *c-Maf*, *Sglt2*, *Glut2*, and hepatocyte nuclear factor 1α (*HNF1α*) in the kidneys at 1 day after the second TAM injection [TAM(1d)]. *c-Maf* and *Sglt2* expression in *c-Maf*^ΔTAM^ mice was significantly reduced, and there was tendency for decreased *Glut2* expression even 1 day after the second injection compared with that in the *c-Maf^fl/fl^* mice (Figure 3, G–I); in contrast, there was no significant difference in *HNF1α* expression in both groups on TAM(10d) (Figure 3J). In fact, in the previous study, it was concluded that renal *Glut2* deficiency reduced the expression of Sglt2 on day 14 after the third TAM injection via downregulation of the transcription factor HNF1α (20). However, in this study, *c-Maf* deletion significantly decreased the expression of *Sglt2* on only a day after the second TAM injection, suggesting that the time lag in the reduction of *Sglt2* expression between previous studies and this study indicates direct regulation of *Sglt2* by c-Maf. Therefore, these results suggest that c-Maf directly controls the expression of Sglt2 and Glut2 in the kidney.

### c-Maf directly controls the expression of Sglt2 and Glut2.

Since the sequences upstream of the *Sglt2* and *Glut2* transcription start sites contain a TRE-type MARE and half-MARE, respectively, we performed chromatin immunoprecipitation (ChIP) and luciferase assays to verify that c-Maf controls *Sglt2* and *Glut2* by directly binding to their MARE sites (Figure 4, A, C, E, and G). The primer pairs constructed for these assays, including those for MAREs, are shown in Supplemental Tables 1 and 2. The ChIP assays revealed that the gene regulatory region amplification signals for *Sglt2* and *Glut2* were significantly reduced in the kidneys of *c-Maf*^ΔTAM^ mice on TAM(10d) compared with that in *c-Maf^fl/fl^* mice, suggesting that c-Maf bound to the MAREs in the *Sglt2* and *Glut2* gene regulatory regions (Figure 4, B and F). Luciferase assays confirmed that c-Maf significantly increased the activities of *Sglt2* and *Glut2* in the absence of MARE mutations but that their activities showed significantly lower responsiveness toward c-Maf in the presence of MARE mutations (Figure 4, D and H). Therefore, these results verify that c-Maf directly regulates *Sglt2* and *Glut2* and is associated with their expression in adult mouse kidneys, resulting in severe glycosuria.

### Improvements in diabetic conditions and kidney function in c-Maf^ΔTAM^ mice.

The clinical hallmarks of diabetes mellitus and diabetic nephropathy with CKD progression include hyperglycemia, a high glomerular filtration rate, and increased urinary albumin excretion (30–34). It has been reported that STZ-treated mice exhibit hyperglycemia, hyperfiltration, and high urinary albumin levels compared with untreated mice and that these aspects are improved in *Sglt2*-knockout mice (35) and by SGLT2 inhibitors (36–38). Therefore, we examined whether *c-Maf* deletion had similar effects on diabetes, blood glucose levels, creatinine clearance rate (Ccr), osmolar clearance, serum creatinine and UN levels, and urinary albumin levels in STZ-induced diabetic *c-Maf*^ΔTAM^ mice. Details of the experimental protocol are provided in Supplemental Figure 4A. Although we were unable to distinguish differences in c-Maf localization in the proximal tubules, *c-Maf* gene expression was significantly lower in the kidneys of *c-Maf^fl/fl^* mice after STZ(7w) TAM(3w) than after TAM(8w) without STZ (Supplemental Figure 4B), and c-Maf protein expression was significantly decreased in the kidneys of *c-Maf*^ΔTAM^ mice after STZ(12w) TAM(8w) compared with that in *c-Maf^fl/fl^* mice (Supplemental Figure 4, C and D), likely due to proximal tubular damage. In addition, *Sglt2* and *Glut2* gene expression was significantly decreased in the kidneys of *c-Maf^fl/fl^* mice after STZ(7w) TAM(3w) versus after TAM(8w) without STZ (Supplemental Figure 4, E and F), probably due to the decreasing *c-Maf* level. While there were no significant differences in body weight on STZ(4w) TAM(0w) between the groups, we observed a tendency for increased body weight in *c-Maf*^ΔTAM^ mice on STZ(12w) TAM(8w) compared with that in the control mice, with no significant difference in food intake (Supplemental Figure 4, G and H).

As shown in Figure 5A, blood glucose levels in *c-Maf*^ΔTAM^ mice were significantly reduced, 9 weeks after STZ and 5 weeks after TAM injection [STZ(9w) TAM(5w)], compared with those in *c-Maf*^ΔTAM^ mice, 3 weeks after STZ and 1 week before TAM injection [STZ(3w) TAM(–1w)], despite the gradual progression of hyperglycemia in *c-Maf^fl/fl^* mice. In fact, *c-Maf*^ΔTAM^ mice showed higher urinary glucose levels than the control mice on STZ(12w) TAM(8w) (Supplemental Figure 4I). Although glucose intolerance was not attenuated in *c-Maf*^ΔTAM^ mice on STZ(9w) TAM(5w) because of STZ-induced diabetes, similar to that in *c-Maf^fl/fl^* mice (Figure 5B), Ccr, osmolar clearance, and blood pressure were decreased in *c-Maf*^ΔTAM^ mice on STZ(12w) TAM(8w), suggesting that the suppression of glomerular hyperfiltration may decrease Ccr, osmolar clearance, and blood pressure, resulting in decreased urine volume (Figure 5, C–E, and Supplemental Figure 4J) (35). While serum creatinine levels did not change between *c-Maf*^ΔTAM^ and *c-Maf^fl/fl^* mice, serum UN levels improved (Figure 5, F and G).

Next, we examined glomerular urinary albumin levels, which indicate the total amount of albumin leaked from the glomerulus and are a typical marker of diabetic nephropathy. No significant differences were observed in urinary albumin levels, which represent the total amount of nephron albumin on STZ(12w) TAM(8w) between the 2 groups (Figure 5H); however, urinary albumin levels were higher in *c-Maf*^ΔTAM^ mice on TAM(10d) than in *c-Maf^fl/fl^* mice because of the downregulation of *Lrp2* and *Cubn* genes, resulting in reduced albumin reabsorption in proximal tubules (Figure 5H and Figure 2D). Using a previously reported method (39) and the difference between total albumin levels on STZ(12w) TAM(8w) and urinary albumin levels on TAM(10d) (Figure 5H), we found that glomerular urine albumin levels were significantly reduced in *c-Maf*^ΔTAM^ mice on STZ(12w) TAM(8w) compared with those in *c-Maf^fl/fl^* mice (Figure 5H). This decrease in glomerular urinary albumin levels in *c-Maf*^ΔTAM^ mice on STZ(12w) TAM(8w) could indicate improvements in diabetic nephropathy. In addition, these results demonstrated similar attenuations in hyperglycemia and hyperfiltration compared with those in *Sglt2*-knockout mice and in those treated with SGLT2 inhibitors and STZ injection, as well as lowered glomerular albuminuria in *c-Maf*^ΔTAM^ mice. Therefore, these findings suggest that c-Maf loss exerts similar effects on hyperglycemia, other diabetic conditions, and kidney nephropathy as Sglt2 knockout and SGLT2 inhibitors.

### Improvement of diabetic nephropathy in c-Maf^ΔTAM^ mice.

The observed decrease in glomerular albuminuria in *c-Maf*^ΔTAM^ mice (Figure 5) suggests that the loss of *c-Maf* may improve nephropathy and diabetic status. Interestingly, previous studies using diabetic *Sglt2*-knockout mice have shown that the loss of *Sglt2* can attenuate diabetic conditions, such as hyperglycemia and glomerular hyperfiltration, but not nephropathy (35). In contrast, diabetic mice treated with SGLT2 inhibitors reportedly showed improvement in the progression of diabetic nephropathy (40–43). Therefore, we investigated whether *c-Maf* deletion improves diabetic nephropathy by measuring periodic acid–methenamine silver–positive (PAMS-positive)and Sirius red–positive areas to examine the mesangial matrix index and fibrosis in the kidneys on STZ(12w) TAM(8w). PAMS staining was improved in *c-Maf*^ΔTAM^ mice compared with that in control mice (Figure 6, A and B, and Supplemental Figure 5, A and B), and Sirius red–positive areas were significantly decreased (Figure 6, C and D, and Supplemental Figure 5, C and D). In addition, the expression of *Col1a1*, *Col4a3*, and *fibronectin* genes was reduced in *c-Maf*^ΔTAM^ mice (Figure 6, E–G).

Since oxidative stress is a key molecular mechanism underlying diabetic nephropathy, including inflammation, fibrosis, and endothelial dysfunction (44, 45), we evaluated the levels of 8-hydroxydeoxyguanosine (8-OHdG), an oxidative stress marker, in the kidney tissue and urine, as well as the expression of *Il-6* and *Tgfβ* genes. Although there were no significant differences between the groups on TAM(10d), possibly because of the absence of excess oxidative stress, IHC and urine analyses revealed that 8-OHdG levels were decreased in *c-Maf*^ΔTAM^ mice on STZ(12w) TAM(8w) compared with those in *c-Maf^fl/fl^* mice (Figure 6, H and I). In addition, the expression of *Il-6* and *Tgfβ* genes was reduced in *c-Maf*^ΔTAM^ mice (Figure 6, J and K). Together, these data suggest that c-Maf deletion reduces oxidative stress under diabetic conditions, as well as the expression of *Il-6*, *Tgfβ*, *Col1a1*, *Col4a3*, and *fibronectin* mRNA, thereby suppressing the inflammatory reaction and fibrotic process.

Finally, we investigated the role of c-Maf in podocytes and immune cells in DKD and the immunological consequences of c-Maf deficiency (46, 47) by staining macrophages expressing c-Maf and WT1 in kidney podocytes on STZ(12w) TAM(8w) and examining the expression of *Il-10* and *Il-17* genes on TAM(10d) and STZ(12w) TAM(8w). Costaining for macrophages and c-Maf verified the infiltration of macrophages expressing c-Maf into the kidneys of both *c-Maf^fl/fl^* and *c-Maf*^ΔTAM^ mice (Supplemental Figure 5E). However, there were no significant differences in the numbers of WT1-positive nuclei or in the expression of *Il-10* and *Il-17* genes between the 2 groups (Supplemental Figure 5, F–K). RNA-Seq analysis revealed that the gene expression of *c-Mip*, which plays an important role in podocyte function and survival (48) and is strongly related to Wilms tumor protein (WT1), did not differ between *c-Maf^fl/fl^* and *c-Maf*^ΔTAM^ mice. 

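*Cmip*, which encodes c-Mip, lies on chromosome 8 of GRCm38 from 117257064 to 117459430, on the plus strand. In the whole-kidney libraries, it was at 161.7, 228.0, 249.4, and 191.3 CPM in *c-Maf* ΔTAM mice 1 to 4 and at 170.4, 170.7, 179.5, and 185.8 CPM in *c-Maf fl/fl* mice 1 to 4. The means were 207.6 ± 38.9 and 176.6 ± 7.44 CPM (SD, n = 4 each), and the values of the genotypes overlapped. The log2 fold change was 0.23 (standard error 0.123, 95% confidence interval -0.04 to 0.50), with an adjusted *P* of 0.437 from edgeR's quasi-likelihood test. A two-sided exact permutation test over the 70 assignments of the mice gave *P* = 0.229 (n = 4 each). It ranged from 0.13 to 0.34 with each mouse left out in turn, past the threshold in 0 of 8 fits. Among the 5 mice with high *Xist*, it was 0.38 (adjusted *P* = 0.054), the setting that moved it most.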

Taken together, these results suggest that c-Maf loss exerts renoprotective effects against diabetic kidney injury and that these effects are not mediated through c-Maf loss in macrophages, WT1, c-Mip, IL-10, or IL-17.

In this study, we demonstrate that c-Maf directly regulates the expression of *Sglt2* and *Glut2* by binding to MARE sites and that *c-Maf* deletion attenuates STZ-induced diabetic nephropathy by improving diabetic conditions and reducing oxidative stress in the kidney.

## Discussion

The transcription factor c-Maf has been widely studied and has been reported to play a critical role in embryonic kidney development; however, the postnatal functions of c-Maf in adult kidneys remain unknown as *c-Maf*–null C57BL/6J mice exhibit embryonic lethality. In this study, we demonstrate that c-Maf directly regulates the expression of the glucose transporter genes, *Sglt2* and *Glut2*, thereby, lowering blood glucose levels under diabetic conditions. In addition, we demonstrate that *c-Maf* deletion can promote recovery from hyperglycemia and glomerular hyperfiltration by downregulating *Sglt2* and *Glut2*, which could be a key mechanism underlying improved kidney function. Moreover, *c-Maf*^ΔTAM^ mice showed reduced renal oxidative stress levels and *Col1a1*, *Col4a3*, *fibronectin*, *Il-6*, and *Tgfβ* mRNA expression, which may suppress the inflammatory reaction and fibrotic processes as the renal levels and expression of these genes are associated with mesangial cell proliferation, tubular atrophy, and kidney fibrosis (44, 45, 49–51). Therefore, these results suggest that c-Maf deletion improves diabetic conditions and has renoprotective effects.

However, the effects of whole-body *c-Maf* deletion on other organs that are involved in insulin and glucagon secretion and on several immune cells that are regulated by c-Maf (52, 53) must be considered as must be the limitations of using the STZ diabetic mouse model. The IHC staining in the pancreas and liver showed that there was no c-Maf expression in islet cells and hepatocytes. In addition, because there was no significant change in food intake between the *c-Maf^fl/fl^* and *c-Maf*^ΔTAM^ groups in STZ experiments, *c-Maf* deletion in the brain has less effect on Glut2, which plays a role in the regulation of food intake and body energy stores (54). Furthermore, from qPCR and IHC staining results, we found that factors, such as macrophages, IL-10, IL-17, WT1, and c-Mip, which are related to c-Maf regulation, may not be affected by *c-Maf* deficiency, at least in the kidney. Taken together with the fact that there were no significant changes in blood insulin, glucagon, and IPGTT in *c-Maf*^ΔTAM^ mice on TAM(10d) compared with that in *c-Maf^fl/fl^* mice, under conditions of this study, *c-Maf* deletion had almost no effect on Glut2 expression and insulin and glucagon secretion in the pancreas, liver, and brain and in several immune cells that are regulated by c-Maf.

Second, the STZ diabetic mouse model, although well accepted, has its limitations due to the cytotoxic effect of STZ on proximal tubular cells. In addition, STZ enters the cells through Glut2, and its cytotoxic effect also influences proximal tubular cells; hence, it has to be considered that similar albumin levels may reflect the damage caused by STZ to proximal tubules, regardless of the reduction in albumin transporter levels. In this study, to minimize the nonspecific toxicity of STZ on kidney proximal tubules in the C57BL/6 background mice, both multiple and low-dose injections of STZ were utilized (55, 56). By minimizing its toxicity, the effect on megalin function was minimized, resulting in the maintenance of albumin reabsorption. In fact, urinary albumin levels in *megalin*-knockout mice increased substantially, 2 weeks after TAM administration compared with the levels before TAM administration (8 weeks after STZ), whereas urinary albumin levels in *megalin^fl/fl^* mice increased before and after TAM administration. In other words, the maintenance of the megalin function resulted in the maintenance of albumin reabsorption, which suggests the amelioration of the amount of urinary albumin excretion in *c-Maf*^ΔTAM^ mice compared with that in *c-Maf^fl/fl^* mice.

In addition to the STZ diabetic mouse model, db/db mice of the C57BLKS/J strain are frequently used as a model of early to moderately advanced morphological changes in the kidney that are associated with diabetic nephropathy. Indeed, a proof of protective effects of *c-Maf* deletion not only in type 1 but also in type 2 diabetes using the mouse model can strengthen the notion of a close interaction between c-Maf and Sglt2. However, one of the main purposes of this study was to detect whether *c-Maf* deletion has protective effects on severe diabetic nephropathy caused by hyperglycemia. Numerous studies have reported that db/db mice show an increase in glomerular basement thickening, podocyte loss, moderate mesangial matrix expansion, oxidative stress, and inflammation in the kidneys, but they did not develop features of severe tubulointerstitial fibrosis. In contrast to db/db mice, although the STZ-induced C57BL/6 mouse model is milder than the models in other strains, these mice exhibit advanced renal pathological changes, including glomerular hypertrophy, excess oxidative stress, and inflammation, which are strongly implicated in the pathogenesis of diabetic nephropathy, resulting in severe tubulointerstitial fibrosis (57). For this reason, we selected STZ-induced C57BL/6 mice; in fact, *c-Maf^fl/fl^* mice showed severe tubulointerstitial fibrosis, and *c-Maf*^ΔTAM^ mice improved diabetic nephropathy as a result of *c-Maf* deletion. Therefore, we identified the high possibility of an important potentially novel function of c-Maf in adult kidneys and demonstrated that *c-Maf* deletion in the kidney exerts beneficial effects on diabetic nephropathy. In the future, db/db mice can be used as a useful model to observe the effects of *c-Maf*–deficient Sglt2 inhibition on multiple organs.

Although no previous studies have demonstrated that c-Maf is a major transcription factor regulating the expression of glucose transporters in kidney proximal tubules, we found that c-Maf directly regulates *Sglt2* and *Glut2*, which are responsible for the reabsorption of renally filtered glucose in proximal tubules. It has previously been reported that the transcription factors Hnf1α, Hnf3β, and Srebp1c link *Sglt2* expression (20, 22, 58, 59–61), while Hnf4α-mutant mice present with renal glycosuria due to the loss of Sglt2 (61, 62). Furthermore, Sp1 has been shown to promote Sglt1 and Sglt2 expression in the presence of Zn (63). Together, these studies indicate that these transcription factors play key roles in mammalian glucose homeostasis. Consistently, we found that the kidney glycosuria phenotype correlated with the downregulated expression of these transporters, indicating that c-Maf is a major transcription factor that regulates transporter expression in kidney proximal tubules. Interestingly, in the previous report, renal Glut2 deficiency reduced the expression of Sglt2 14 days after the third TAM injection via downregulation of the transcription factor HNF1α (20). In contrast, in this study, c-Maf deletion substantially decreased the expression of Sglt2 on only a day after the second TAM injection. Therefore, the time lag in the reduction of Sglt2 expression between previous studies and this study suggested direct regulation of Sglt2 by c-Maf. Furthermore, considering the lack of significant differences in Hnf1a expression, and the results of ChIP and Luc assays, we concluded that c-Maf directly controls the expression of Sglt2 and Glut2 in the kidney, respectively. In a future study, the cooperative functions of c-Maf and other transcription factors should be explored.

Our results also indicate a possibility that *c-Maf* is a potentially novel therapeutic target gene for diabetic nephropathy. SGLT2 blockades are considered the most influential method for improving diabetes. Here, we demonstrate that *c-Maf* deletion suppressed the development of not only hyperglycemia and hyperfiltration but also diabetic nephropathy, similar to the treatment with SGLT2 inhibitors in mice (40–43). In contrast, a previous study reported that *Sglt2*-knockout mice with diabetic nephropathy displayed attenuated hyperglycemia and glomerular hyperfiltration, but not kidney injury (35). The phenotypic differences between our study and the previous study using *Sglt2*-knockout mice suggest the presence of other factors as well as SGLT2 inhibitor treatment that attenuate diabetic nephropathy in *c-Maf*^ΔTAM^ mice.

After the discovery of SGLT2 inhibitors, Slc-mediated membrane transporters attracted increasing attention as new drug discovery targets. For example, prototypical loop diuretics, such as furosemide, bumetanide, and torsemide, can bind to chloride cotransporters (NKCCs: SLC12A1) and block ion transport directly and can, therefore, be used to treat heart failure, liver scarring, or kidney disease (64). Ezetimibe targets the Niemann–Pick C1–like 1 (NPC1L1: SLC65A2) protein, thereby reducing cholesterol absorption from the intestine (65). Recently, other Slc-mediated transporters have attracted attention as potential novel therapeutic targets. For instance, the inhibition of Glut2 (Slc2a2) dynamics has the potential to improve diabetes mellitus in mice (21), and Slc7A5, a glutamine antiporter, could be an attractive target for therapy-resistant, KRAS-mutant colorectal cancer in mice (66). In addition to Slc-mediated transporters, non–Slc-mediated transmembrane transporters have potential as therapeutic agents. Tolvaptan, a competitive vasopressin receptor 2 antagonist, has been used to treat hyponatremia associated with congestive heart failure, cirrhosis, and the syndrome of inappropriate antidiuretic hormone (67). In this study, *c-Maf*^ΔTAM^ mice excreted higher urinary albumin levels on TAM(10d) than did *c-Maf^fl/fl^* mice due to the downregulation of the expression of megalin and cubilin genes. Previous studies have reported that albumin reabsorption in the proximal tubules promotes renal damage and that proximal tubular proteinuria reduces the tubular burden (68–70). Therefore, it is conceivable that various Slc- and non–Slc-mediated transmembrane transporters could be potential therapeutic agents for various diseases. Indeed, we demonstrate a strong relationship between c-Maf and Slc-mediated transporters, such as glucose transporters and amino acid transporters (Figure 2A), indicating that c-Maf may play an important role in controlling not only the transporters that are known therapeutic agents but also other unknown transporters. In fact, a previous study reported that by suppressing the cellular excess of amino acids, CB1R maintains the normal activity of mTORC1, which may help ameliorate DKD (22). Therefore, the presence of amino acid transporters as a drug target controlled by c-Maf can be an advantage of c-Maf inhibition/deletion over SGLT2 inhibition. Although, in the future, it will be important and necessary to clarify the relationship between c-Maf and these transporters, c-Maf has potential as a comprehensive therapeutic target in the treatment of not only diabetic nephropathy but also other diseases.

The limitations of targeting c-Maf specifically in the kidney must be considered. Currently, treatment of CKD requires drugs, such as hormones and nonsteroidal antiinflammatory drugs, to be delivered at high concentrations into the kidney, which results in adverse systemic reactions because of the nondiscriminatory distribution of the drugs to sites other than the kidneys (71). Therefore, this can presently be a limitation of targeting c-Maf, specifically in the kidney. However, the concurrent rapid development of nanotechnology and macromolecular carrier technology and emerging preclinical evidence have greatly facilitated advancements in kidney-targeted drug delivery systems. These systems have offered the possibility to plan a cell-targeted administration of new and traditional drugs (72, 73). There are several hurdles, such as solubility, toxicity, and suboptimal renal targeting, which slow the transition toward clinical applications. While renal drug delivery technologies are still in the preclinical stage, the efficacy of a wide array of therapeutics delivered using the diverse drug delivery platforms has been demonstrated by in vitro studies and through in vivo testing in animal models. Therefore, emerging preclinical evidence supports the feasibility of a drug delivery technology for the treatment of kidney diseases with different etiologies and has been offering novel platforms and tools that foster opportunities for the gradual development of new treatments (74).

In conclusion, this study elucidates potentially unique mechanisms of *c-Maf* gene regulation as well as the renoprotective effects of *c-Maf* deletion under diabetic conditions through the regulation of *Sglt2* and *Glut2* in the kidneys. Considering the strong association between c-Maf and these novel therapeutic target genes for diabetes and diabetic nephropathy, our research contributes toward novel advances in basic and clinical investigation.

## Methods

### Animals.

All animals were maintained under specific pathogen–free conditions at the Laboratory Animal Resource Center of the University of Tsukuba, Ibaraki, Japan. All experiments were performed according to the guidelines of the Care and Use of Laboratory Animal Resource Center at the University of Tsukuba and were approved by its Institutional Review Board. *CAG-Cre-ER*^TM^ transgenic mice were purchased from the Jackson Laboratory to generate *c-Maf*–conditional knockout mice (*c-Maf^fl/fl^*; *CAG-Cre-ER*^TM^) (75). *c-Maf^fl/fl^* mice (*c-Maf^fl/fl^*) containing *loxP* sites were generated as reported previously (11). To activate the Cre recombination system, 8-week-old *c-Maf^fl/fl^*; *CAG-Cre-ER*^TM^ mice were injected intraperitoneally with 75 mg TAM/kg for 5 consecutive days. These mice are herein referred to as “*c-Maf*^ΔTAM^” mice. *c-Maf^fl/fl^* control mice were also treated with TAM. TAM (T5648-1G; MilliporeSigma) was first dissolved in ethanol and then mixed with corn oil as described previously (76). In addition, 6-week-old mice with the β-galactosidase (*LacZ*) gene inserted into the *c-Maf* locus were used to visualize c-Maf accumulation in the kidneys (5). Type 1 diabetes was induced in the mice through consecutive intraperitoneal injections with STZ (195-15154; FUJIFILM Wako Pure Chemical Corporation; 50 mg/kg body weight), freshly prepared in 0.05 M sodium citrate buffer (pH 4.5), for 5 days after 5–6 hours of fasting. Blood glucose levels were measured 3 weeks after the last STZ injection to identify mice with levels > 300 mg/dL. Mice with this level were considered diabetic and were used in subsequent experiments. Food intake was measured for 24 hours. The detailed experimental protocol is provided in Supplemental Figure 4A.

### Urine and serum analysis.

Mice were housed in metabolic cages for 24 hours, and urine samples were then collected from each mouse. The urine samples were placed on ice during collection and then stored at −30°C. Urinary levels of 8-OHdG and other urinary components were evaluated by the Japan Institute for the Control of Aging, Nikken SEIL, and the Oriental Yeast Corporation, respectively. Amino acids were analyzed using an Automatic Amino Acid Analyzer (JEOL JLC-500/V2) by Tamaki Hirose at Chemical Analysis Division, Research Facility Center for Science and Technology, University of Tsukuba. Serum amino acid levels were evaluated by the Tohoku Medical Megabank Organization, Tohoku University, Sendai, Japan. Water intake was measured using a specific bottle (Shinfactory). Serum samples were stored at about 25°C for approximately 15 minutes followed by 2–4 hours on ice, centrifuged at 1,450*g* for 10 minutes at 15°C, and frozen at −30°C. Serum components were evaluated by the Oriental Yeast Corporation. Serum insulin and glucagon levels were examined using an Ultra-Sensitive Mouse Insulin ELISA Kit (M1108; Morinaga) and a Glucagon ELISA Kit (10-1281-01; Mercodia), respectively.

### IPGTT.

After 10–12 hours of fasting, blood samples were collected from the tail vein, and basal blood glucose levels were measured at 0 minutes. The mice were then intraperitoneally injected with a glucose solution (20% glucose and 2% of glucose/kg body mass) using an Otsuka Glucose Injection 50% (M7I73) diluted in saline, and blood glucose levels were measured, 15, 30, 60, and 120 minutes after injection, using the Medisafe FIT Blood Glucose Meter (TERUMO).

### qPCR.

Total RNA was extracted from the kidneys of *c-Maf*^ΔTAM^ and *c-Maf^fl/fl^* mice using the ISOGEN reagent (311-02501; Nippon Gene). cDNA was synthesized using a QuantiTect reverse transcription kit (205313; QIAGEN) according to the manufacturer’s protocol. qPCR was performed using a Thermal Cycler Dice real-time system (TaKaRa) with THUNDERBIRD SYBR qPCR Mix (QPS-201; Toyobo). The primers listed in Supplemental Table 3 were used to amplify and detect the target genes. The expression of target genes was normalized to that of *Hprt*.

### Histopathological analysis.

IHC analysis was performed as described previously (77), with some modifications, in 3-, 6-, or 8-week-old mice to detect c-Maf, Sglt2 and Glut2, β-galactosidase, 8-OHdG, albumin, macrophages, and WT1. Briefly, kidneys were collected from *c-Maf*^ΔTAM^ and *c-Maf^fl/fl^* mice, fixed in 10% Formalin Neutral Buffer Solution (133-10311; FUJIFILM Wako Pure Chemical Corporation) at 4°C for 24 hours, embedded in paraffin, cut into 3 μm–thick sections, and placed on slides. After removal of paraffin, the tissue sections were washed with phosphate-buffered saline (PBS), then subjected to antigen retrieval (S1699; Dako) for 1 hour at 90°C for c-Maf, Sglt2, Glut2, β-galactosidase, 8-OHdG, albumin, macrophages, and WT1. Approximately 30 minutes after being cooled to about 25°C, the samples were washed with PBS and permeabilized with 0.3% Triton X-100/PBS to detect β-galactosidase; this process was skipped for c-Maf, Sglt2, Glut2, albumin, macrophage, and WT1 detection. The samples were then blocked for 1 hour in PBS with 5% bovine serum albumin (BSA) and 10% goat serum, then incubated for 40 hours at 4°C with the following primary antibodies: anti–c-Maf rabbit monoclonal antibody (1:200; M00654; Boster Biological Technology), anti-Sglt2 (1:200; ab85626; Abcam), anti-Glut2 (1:200; 600-401-GN3; ROCKLAND), rabbit anti–β-galactosidase (1:200; 4600-1409; Biogenesis), anti-albumin rabbit polyclonal antibodies (1:200; GTX102419; GeneTex), anti-macrophage rat monoclonal antibodies (RM0029-11H3) (1:200; ab56297; Abcam), and anti-WT1 rabbit monoclonal antibodies [CAN-R9(IHC)-56-2] (1:300; ab89901; Abcam). To detect β-galactosidase, c-Maf, Sglt2, Glut2, macrophages, and WT1, samples were washed with PBS, then stained with Histofine Simple Stain MAX-PO (414341; Nichirei Biosciences), and signals were amplified using a Histofine DAB substrate kit (425011; Nichirei Biosciences). The sections were mounted with Fluoromount (Diagnostic BioSystems). To detect 8-OHdG, samples were deparaffinized and subjected to antigen retrieval for 10 minutes at 121°C. Approximately 30 minutes after cooling at 23°C–26°C, the samples were blocked for 1 hour in PBS with 5.0% BSA and incubated for 40 hours at 4°C with anti–8-OHdG monoclonal antibodies (N45.1; 1:200; JaICA, Nikken SEIL). After washing with PBS, samples were stained with Histofine Simple Stain AP(M) (414251; Nichirei Biosciences) for signal amplification, and color signals were amplified using a Histofine Alkaline Phosphatase Detection Kit (415261; Nichirei Biosciences). All images were acquired using a BIOREVO BZ-9000 microscope (Keyence). For electron microscopy, tissues were fixed with 2.5% glutaraldehyde in PBS. Standard methods were used to perform transmission electron microscopy.

### Measurement of PAMS- and Sirius red–positive area and the number of WT1-positive nuclei.

The PAMS-positive area was detected as described previously (78), with some modifications. The degree of mesangial matrix expansion, tubulointerstitial fibrogenesis, and the number of WT1-positive nuclei were assessed by measuring the PAMS-positive and mesangial Sirius red–positive areas and by performing IHC staining for WT1 in the kidneys. PAMS-stained glomeruli (20–25 fields at 40× original magnification), Sirius red–stained interstitial lesions (20–27 fields at 20× original magnification), and the number of WT1-positive nuclei (15–20 fields at 40× original magnification) were evaluated in each mouse using a BIOREVO BZ-9000 microscope. Glomerular size (tuft area) was measured by tracing the tuft (red color), while the mesangial matrix area was defined as the PAMS-positive area (green color within the tuft area). The mesangial matrix index represents the ratio of the mesangial matrix area to the tuft area. Tubulointerstitial lesions, defined as Sirius red–positive areas (blue color), were measured to detect fibrogenesis and expressed as a percentage of the total area. The number of WT1-positive nuclei (green color) was counted within the tuft area and divided by the area of the glomerulus.

### ChIP assay.

The ChIP Assay Kit protocol (17-295; MilliporeSigma) was modified based on a previous study (79). Briefly, kidneys extracted from *c-Maf*^ΔTAM^ and *c-Maf^fl/fl^* mice were fixed in 1% paraformaldehyde at 4°C for 24 hours and stored at −80°C until use. The samples were incubated for 10 minutes in ChIP lysis buffer (50 mM Tris-HCl [pH 7.9], 10 mM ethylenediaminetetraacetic acid [EDTA], 0.1% sodium dodecyl sulfate [SDS], and 1 mM phenylmethylsulfonyl fluoride [PMSF]) and sonicated to shear the chromatin into 500–1,000 bp DNA fragments. After centrifugation at 15,000 rpm for 10 minutes at 4°C, the supernatant was collected and incubated overnight at 4°C with rotation in ChIP dilution buffer (16.7 mM Tris-HCl [pH 7.9], 16.7 mM NaCl, 1.2 mM EDTA, 1.1% Triton X-100, 0.01% SDS, and 1.1 mM PMSF) and Protein A/BSA/ssDNA (Protein A beads, 10 mM Tris-HCl [pH 7.9], 1.0 mM EDTA, 0.1% Triton X-100, 0.05% NaN_3_, 0.5 mg/mL BSA, and 0.2 mg/mL salmon sperm DNA). Samples were then centrifuged at 730*g* for 5 minutes at 4°C and the supernatant was collected. Two-thirds of the lysates were incubated with anti-H3 antibodies (ab1791; Abcam), c-Maf antibodies (A300-613A; Bethyl), and normal rabbit IgG (12-370; MilliporeSigma) with rotation at 4°C overnight. One-third of the lysates were used as input samples. After incubation, Protein A/BSA/ssDNA was added, and the samples were incubated at 4°C for 1 hour. After centrifugation at 730*g* for 5 minutes at 4°C, the supernatant was discarded, and the antibody–protein–DNA complexes were washed twice with a high-salt wash buffer (20 mM Tris-HCl [pH 7.9], 500 mM NaCl, 2 mM EDTA, 1% Triton X-100, and 0.1% SDS), once with LiCl wash buffer (10 mM Tris-HCl [pH 7.9], 250 mM LiCl, 1 mM EDTA, 1% NP-40, and 1% sodium deoxycholate), and twice with Tris-EDTA (pH 7.9). The samples were then incubated in an elution buffer (100 mM NaHCO_3_, 1% SDS, and 10 mM dithiothreitol) at about 25°C for 15 minutes, then centrifuged at 730*g* for 1 minute at about 25°C, and the supernatant was collected. This elution process was repeated in duplicate. The samples and input samples were incubated at 65°C overnight with an elution buffer and 5 M NaCl, then treated with 1 M Tris-HCl (pH 6.2), 0.5 M EDTA, and 20 μg/mL Proteinase K (29442-85; Nacalai Tesque) at 37°C for 1 hour, and then DNA was extracted using phenol:chloroform:isoamyl alcohol and precipitated using ethanol. DNA fragments were subjected to qPCR using KOD SYBR qPCR Mix (QKD-201; Toyobo) with the specific primer sets listed in Supplemental Table 1.

### Dual-luciferase assays and site-directed mutagenesis.

*Sglt2* and *Glut2* sequences including the MARE (−1,019 to −53 bp and −303 to 287 from transcription start site, respectively) were generated using PCR with the primers listed in Supplemental Table 3. These products were digested using XhoI and KpnI and inserted upstream of luc2CP in the pGL4.28 vector. Clones were confirmed using sequencing. Site-directed mutagenesis of *Sglt2* and *Glut2* was performed using a KOD-Plus- Mutagenesis Kit (SMK-101; Toyobo) with the primers listed in Supplemental Table 3. For the luciferase assay, HEK293T cells purchased from ATCC were seeded in 24-well plates, incubated for 17–24 hours, and then cotransfected with pGL4.28 containing the inserted *Sglt2* and *Glut2* sequences (100 ng/μL) and PEFX containing the inserted *c-Maf* sequence (0, 10, 30, or 90 ng/μL). Renilla luciferase signals were normalized to pRL-TK (50 ng/μL for *Sglt2*, *Glut2*), and GFP was used to confirm successful transfection. A total of 300 ng of vectors were added to each well. These experiments were performed 3 times in triplicate. Dual-luciferase assays were performed using the Dual-Luciferase Reporter Assay System (E1910; Promega). After transfection for about 24 hours for *Sglt2* and *Glut2*, the cells were lysed, and 20 μL cell lysate was mixed with 100 μL Luciferase Assay Reagent II. Samples were measured using a GloMax 20/20 Luminometer (E5311; Promega) and again after Stop & Glo reagent (100 μL) was added to each sample.

### RNA-Seq transcriptome analysis.

Total RNA was isolated using the TRIzol reagent (Thermo Fisher Scientific). RNA quality was examined using an RNA 6000 Pico Kit (Agilent). A total of 50 ng RNA was used for the preparation of the RNA-Seq library using an NEB Next rRNA Depletion Kit and an NEB Next Ultra Directional RNA Library Prep Kit (New England Biolabs). The 2 × 36 base paired-end sequencing was performed by Tsukuba i-Laboratory LLP using NextSeq 500 technology (Illumina). FASTQ files were imported into the CLC Genomics Workbench (Version 10.1.1; QIAGEN). Sequence reads were mapped to the mouse reference genome (mm10). Gene expression values were calculated using the quantile method. Gene expression was compared between *c-Maf^fl/fl^* control mice and *c-Maf*^ΔTAM^ mice using the Empirical Analysis DGE tool (edgeR test) in the CLC Genomics Workbench. False discovery rate (FDR) adjustments (80) were applied to correct for multiple testing, and DEGs were identified using an FDR cutoff of 0.05. The volcano plots were generated using a custom R script. Pathway analysis was performed using Metascape (81). All custom scripts for RNA-Seq analysis are available at https://github.com/akikuno/Maf_cKO_Kidney (commit ID 27dca2d). RNA-Seq data in this paper are available in NCBI Gene Expression Omnibus, accession number GSE199916. Heatmaps were generated using Python3 and Morpheus (https://software.broadinstitute.org/morpheus/).

### Statistics.

All data were presented as the mean and the standard error of the mean. To assess whether differences between *c-Maf*^ΔTAM^ and *c-Maf^fl/fl^* mice were statistically significant, a minimum of 3 biological replicates were analyzed using Welch’s *t* test, and a *P* < 0.05 was considered significant. Holm-Šídák corrections were applied for multiple statistical tests in Figure 4, D and H; Figure 5A; and Supplemental Figure 4J.

### Study approval.

All experiments were performed according to the guidelines of the Care and Use of Laboratory Animal Resource Center at the University of Tsukuba and were approved by its Institutional Review Board.

## Author contributions

ST supervised the study. MF designed the experiments. MF and MO performed the experiments. MF and AK detected MARE sites on *Sglt2* and *Glut2*. MF analyzed data and drafted the manuscript. MF, TH, SI, and AK analyzed RNA-Seq data. SK analyzed serum amino acids. MF, NM, TH, SI, MO, AK, SK, KY, and ST edited and revised the manuscript. All authors interpreted the experimental results and approved the final version of the manuscript.

## Supplementary Material

Supplemental data

## Figures and Tables

**Figure 1:**
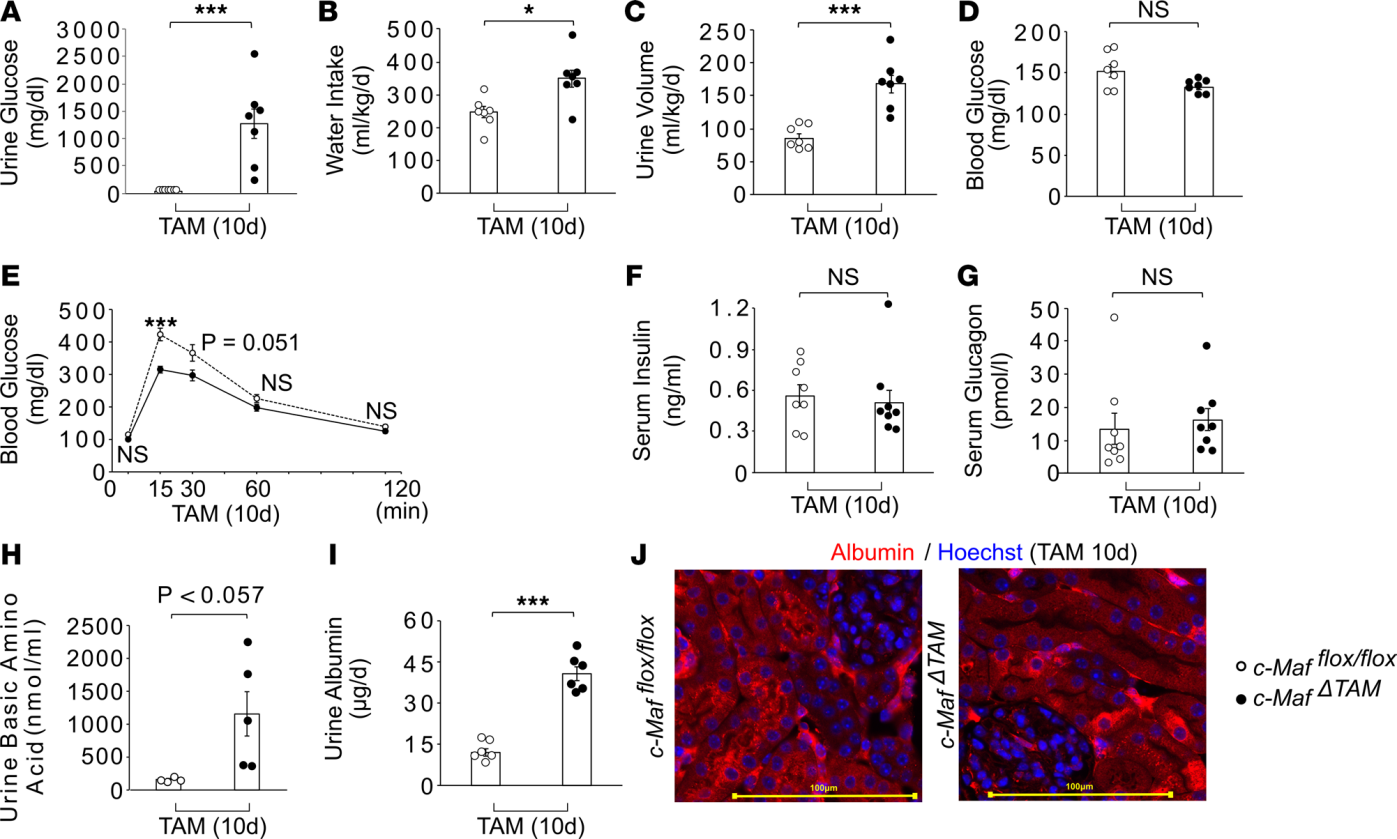
*c-Maf^ΔTAM^* mice develop severe renal glycosuria, basic aminoaciduria, and albuminuria. Changes in (**A**) urine glucose, (**B**) water intake, and (**C**) urine volume in *c-Maf^ΔTAM^* and *c-Maf^fl/fl^* groups (*n* = 7 per group). *c-Maf^ΔTAM^* group showed higher urinary glucose level, water intake, and urine volume. Loss of *c-Maf* did not alter glucose homeostasis, as determined by (**D**) 4-hour fasting blood glucose level, (**E**) glucose tolerance test after 10 hours of fasting, (**F**) serum insulin level, and (**G**) serum glucagon level. Glucose tolerance was examined before and up to 120 minutes after glucose solution injection (*n* = 11 in *c-Maf^fl/fl^* and *n* = 15 in *c-Maf^ΔTAM^* groups). (**H**) Urinary basic amino acid levels increased in the *c-Maf^ΔTAM^* mice compared with the *c-Maf^fl/fl^* mice. (**I**) *c-Maf^ΔTAM^* group showed higher urinary albumin levels than the *c-Maf^fl/fl^* group (*n* = 6 per group). (**J**) IHC staining for albumin expression in the *c-Maf^ΔTAM^* group showed decreased granular signals in the proximal tubules compared with the *c-Maf^fl/fl^* group (*n* = 3 per group). **A** analyses were performed on TAM(10d). Scale bars: 100 μm. **A**–**I** were presented as the mean and the standard error of the mean (SEM). To assess whether differences between *c-Maf^ΔTAM^* and *c-Maf^fl/fl^* mice were statistically significant, a minimum of 3 biological replicates were analyzed using Welch’s *t* test, and a *P* value < 0.05 was considered significant. *P < 0.05, and ***P < 0.001. White circles: *c-Maf^fl/fl^* groups, and black circles: *c-Maf^ΔTAM^* groups.

**Figure 2:**
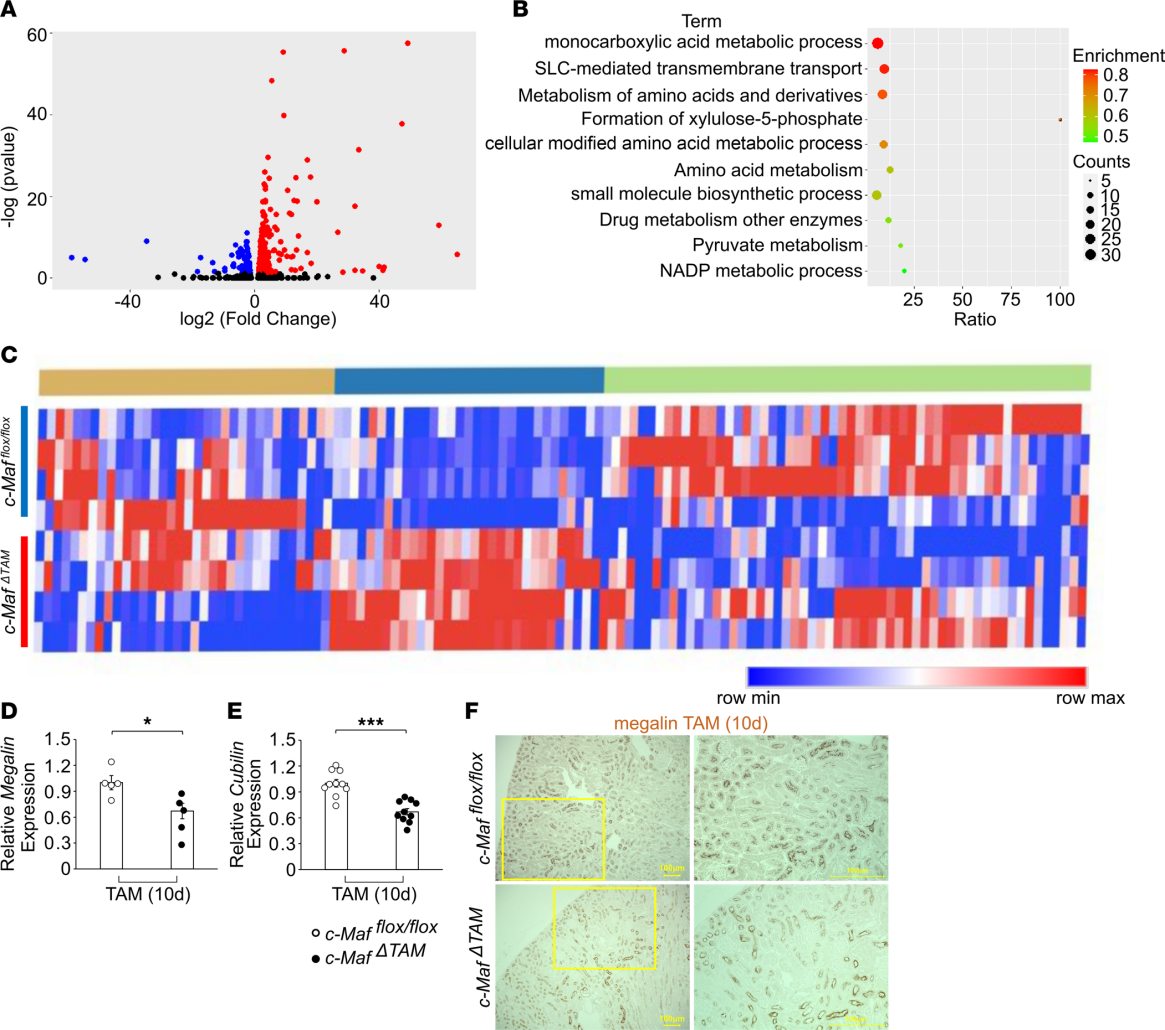
RNA-Seq analysis of the relationship between c-Maf and renal features. (**A**) Volcano plot of overall gene expression: 261 genes were upregulated (red) and 113 genes were downregulated (blue) in *c-Maf^ΔTAM^* mice. (**B**) Top 10 pathways of the DEGs in *c-Maf^ΔTAM^* mice. (**C**) Heatmap of the expression of 123 genes related to SLC-mediated transmembrane transport between *c-Maf^ΔTAM^* and *c-Maf^fl/fl^* mice (*n* = 4 per group). (**D**) *Megalin* and (**E**) *cubilin* gene expression levels were lower in *c-Maf^ΔTAM^* mice than in *c-Maf^fl/fl^* mice (*n* = 10 per group). (**F**) A tendency for decreased megalin protein expression levels in *c-Maf^ΔTAM^* mice than in *c-Maf^fl/fl^* mice (*n* = 4 per group). Scale bars: 100 μm. For RNA-Seq transcriptome analysis, gene expression values were calculated using the quantile method. Gene expression was compared between *c-Maf^fl/fl^* control mice and *c-Maf^ΔTAM^* mice using the Empirical Analysis DGE tool (edgeR test) in the CLC Genomics Workbench (Version 10.1.1; QIAGEN). False discovery rate (FDR) adjustments (81) were applied to correct for multiple testing, and DEGs were identified using an FDR cutoff of 0.05. **D** and **E** were presented as the mean and the standard error of the mean (SEM). To assess whether differences between *c-Maf^ΔTAM^* and *c-Maf^fl/fl^* mice were statistically significant, a minimum of 3 biological replicates were analyzed using Welch’s *t* test, and a *P* value < 0.05 was considered significant. *P < 0.05, and ***P < 0.001. White circles: *c-Maf^fl/fl^* groups, and black circles: *c-Maf^ΔTAM^* groups.

**Figure 3:**
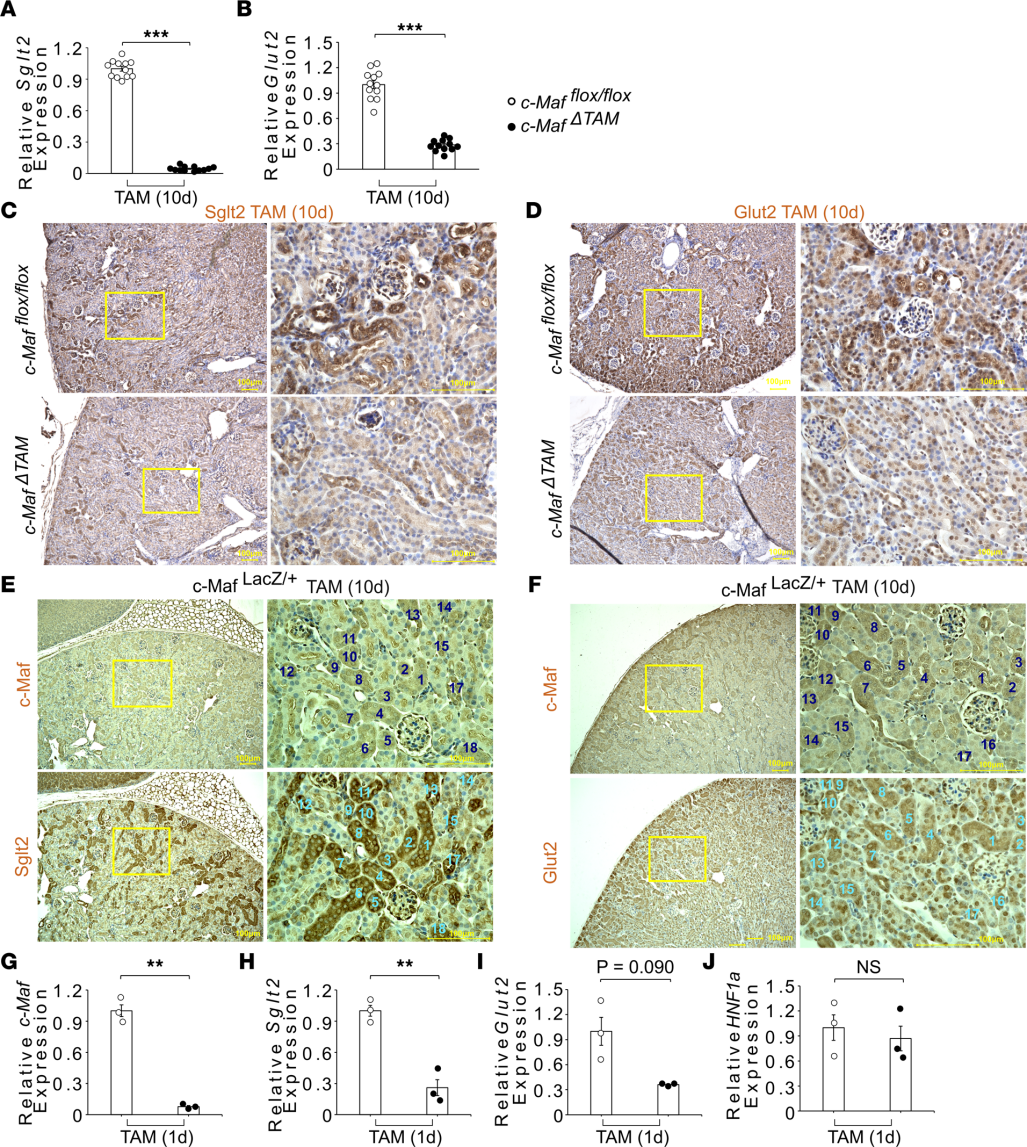
*c-Maf ^ΔTAM^* mice show decreased Sglt2 and Glut2 gene and protein expression. (**A**) *Sglt2* and (**B**) *Glut2* mRNA levels were analyzed in kidney tissues from *c-Maf^fl/fl^* and *c-Maf^ΔTAM^* mice using qPCR (*n* = 12 per group) on TAM(10d). (**C**) Sglt2 and (**D**) Glut2 protein expression was decreased in the kidney cortex of *c-Maf^ΔTAM^* mice compared with *c-Maf^fl/fl^* mice (*n* = 4 per group). (**E** and **F**) c-Maf colocalization with Sglt2 and Glut2 in consecutive sections (*n* = 3). (**G**) *c-Maf*, (**H**) *Sglt2*, (**I**) *Glut2*, and (**J**) *HNF1α* mRNA level was analyzed in kidney tissues from *c-Maf^fl/fl^* and *c-Maf^ΔTAM^* mice using qPCR (*n* = 3 per group) at 1 day after the second TAM injection. Blue numbers indicate the colocalization of c-Maf with the transporters Sglt2 and Glut2. For IHC analyses, 3-week-old *c-Maf^ΔTAM^* and *c-Maf^fl/fl^* mice were injected with TAM to verify Sglt2 and Glut2 protein expression. The colocalization of the transporters with c-Maf was verified using 6-week-old *c-Maf^LacZ/+^* mice (*n* = 3 per group). **A**, **B**, and **G**–**J** were presented as the mean and the standard error of the mean (SEM). To assess whether differences between *c-Maf^ΔTAM^* and *c-Maf^fl/fl^* mice were statistically significant, a minimum of 3 biological replicates were analyzed using Welch’s *t* test, and a *P* value < 0.05 was considered significant. Scale bars: 100 μm. **P < 0.01, and ***P < 0.001. White circles: *c-Maf^fl/fl^* groups, and black circles: *c-Maf^ΔTAM^* groups.

**Figure 4:**
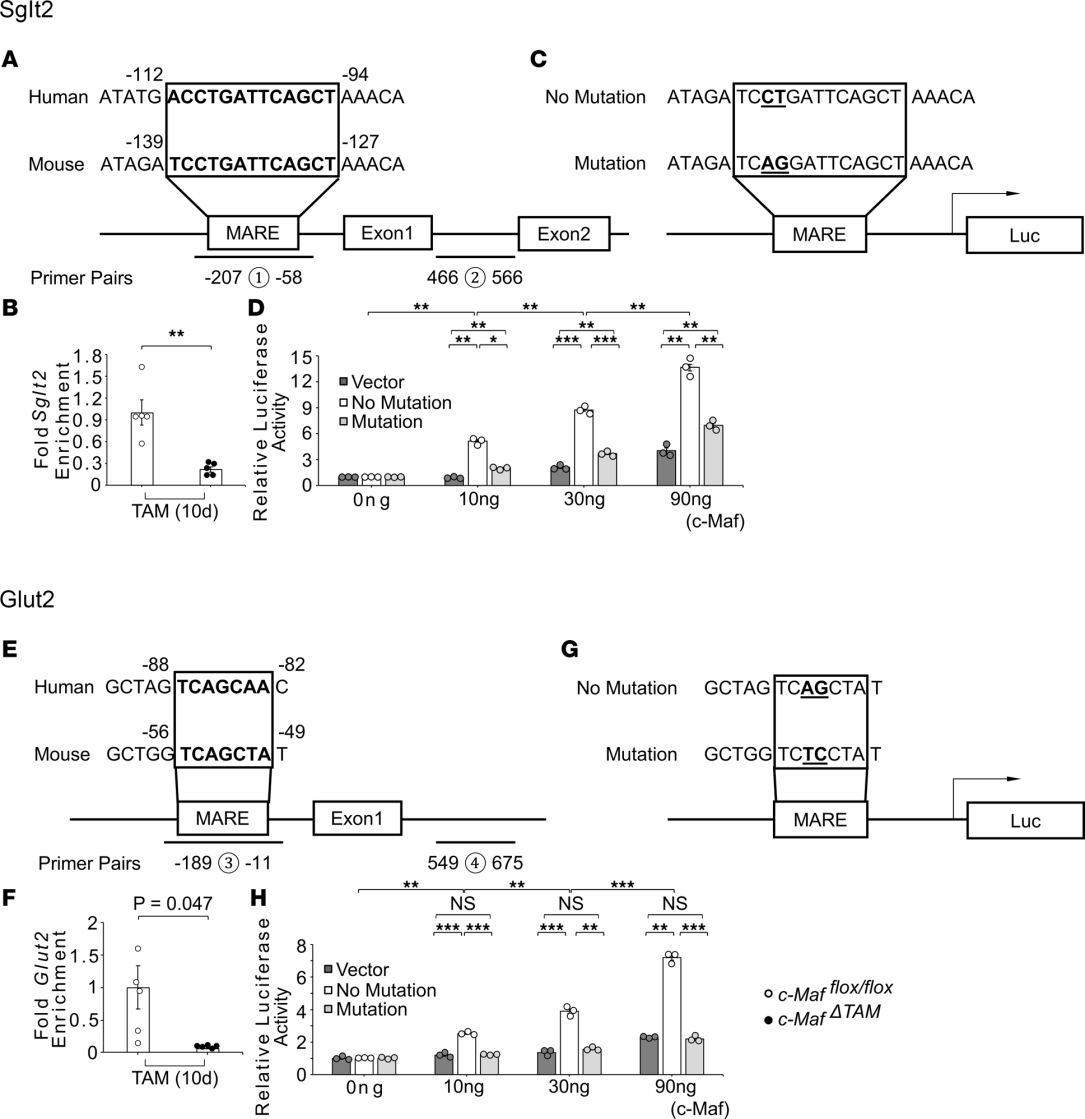
c-Maf as a potentially novel *Sglt2*- and *Glut2*-regulating transcription factor. ChIP assay and luciferase reporter assay revealed the direct regulation of *Sglt2* and *Glut2* by c-Maf. Quantitative ChIP confirmed direct binding of c-Maf to MARE sites in (**A** and **B**) *Sglt2* and (**E** and **F**) *Glut2* loci; ChIP assay was performed upstream of the transcription start sites (primer pairs 1 for *Sglt2* and 3 for *Glut2*), and intron sites as an additional negative control (primer pairs 2 for *Sglt2* and 4 for *Glut2*). The luciferase reporter system examined the activation of (**C** and **D**) *Sglt2* and (**G** and **H**) *Glut2*. Dual-luciferase reporter plasmids with or without a mutation in *Sglt2* and *Glut2* were cotransfected with the vectors carrying *c-Maf* (0–90 ng). Experiments were repeated 3 times. **B** and **F** were presented as the mean and the standard error of the mean (SEM). To assess whether differences between *c-Maf^ΔTAM^* and *c-Maf^fl/fl^* mice were statistically significant, a minimum of 3 biological replicates were analyzed using Welch’s *t* test, and a *P* value < 0.05 was considered significant. Holm-Šídák corrections were applied for multiple statistical tests in **D** and **H**. *P < 0.05, **P < 0.01, and ***P < 0.001. White circles: *c-Maf^fl/fl^* groups, and black circles: *c-Maf^ΔTAM^* groups.

**Figure 5:**
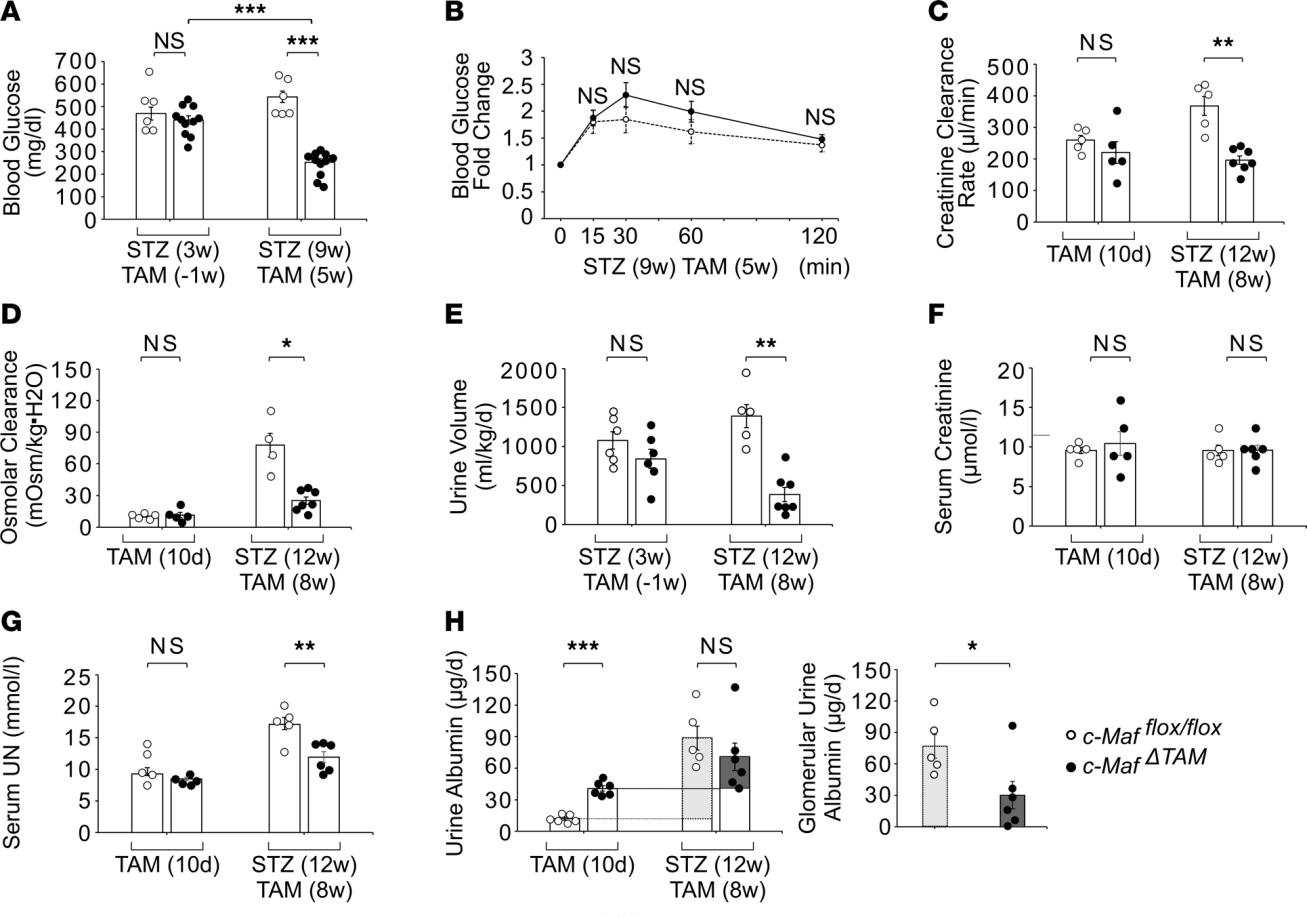
*c-Maf* loss attenuates diabetic conditions. (**A**) *c-Maf^ΔTAM^* mice (*n* = 11) displayed significantly lower blood glucose levels after 10-hour fasting than *c-Maf^fl/fl^* mice (**B**) but no significant difference in glucose intolerance between 2 groups. *n* = 6 on STZ(9w) TAM(5w). (**C**) Creatinine clearance rate, (**D**) osmolar clearance, and (**E**) urine volume were reduced in *c-Maf^ΔTAM^* mice, as a result of improved glomerular hyperfiltration, compared with control mice. [**C**: *n* = 5 per group on TAM(10d); *c-Maf^fl/fl^*, *n* = 5 and *c-Maf^ΔTAM^*, *n* = 7 on STZ(12w). **D**: *n* = 5 per group on TAM(10d); *c-Maf^fl/fl^*, *n* = 4 and *c-Maf^ΔTAM^*, *n* = 7 on STZ(12w). **E**: *n* = 6 per group on STZ(3w) TAM(-1w); *c-Maf^fl/fl^*, *n* = 5 and *c-Maf^ΔTAM^*, *n* = 7 on STZ(12w) TAM(8w)]. Different mice were assessed on TAM(10d) and STZ(12w) TAM(8w). c-Maf deletion attenuated diabetic kidney nephropathy, as indicated by an improvement in (**F**) serum creatinine and (**G**) serum UN levels in *c-Maf^ΔTAM^* mice compared with *c-Maf^fl/fl^* mice, as well as (**H**) urinary albumin levels on TAM(10d) (left) and STZ(12w) TAM(8w) (center) and glomerular urinary albumin levels on STZ(12w) TAM(8w) (right). [**F** and **G**: *n* = 5 per group on TAM(10d); *c-Maf^fl/fl^*, *n* = 5 and *c-Maf^ΔTAM^*, *n* = 6 on STZ(12w). **H**: *n* = 8 per group on TAM(10d); *c-Maf^fl/fl^*, *n* = 5 and *c-Maf^ΔTAM^*, *n* = 6 on STZ(12w)]. **B**–**H** were presented as the mean and the standard error of the mean (SEM). To assess whether differences between *c-Maf^ΔTAM^* and *c-Maf^fl/fl^* mice were statistically significant, a minimum of 3 biological replicates were analyzed using Welch’s *t* test, and a *P* value < 0.05 was considered significant. Holm-Šídák corrections were applied for multiple statistical tests in **A**. *P < 0.05, **P < 0.01, ***P < 0.001. White circles: *c-Maf^fl/fl^* groups, and black circles: *c-Maf^ΔTAM^* groups.

**Figure 6:**
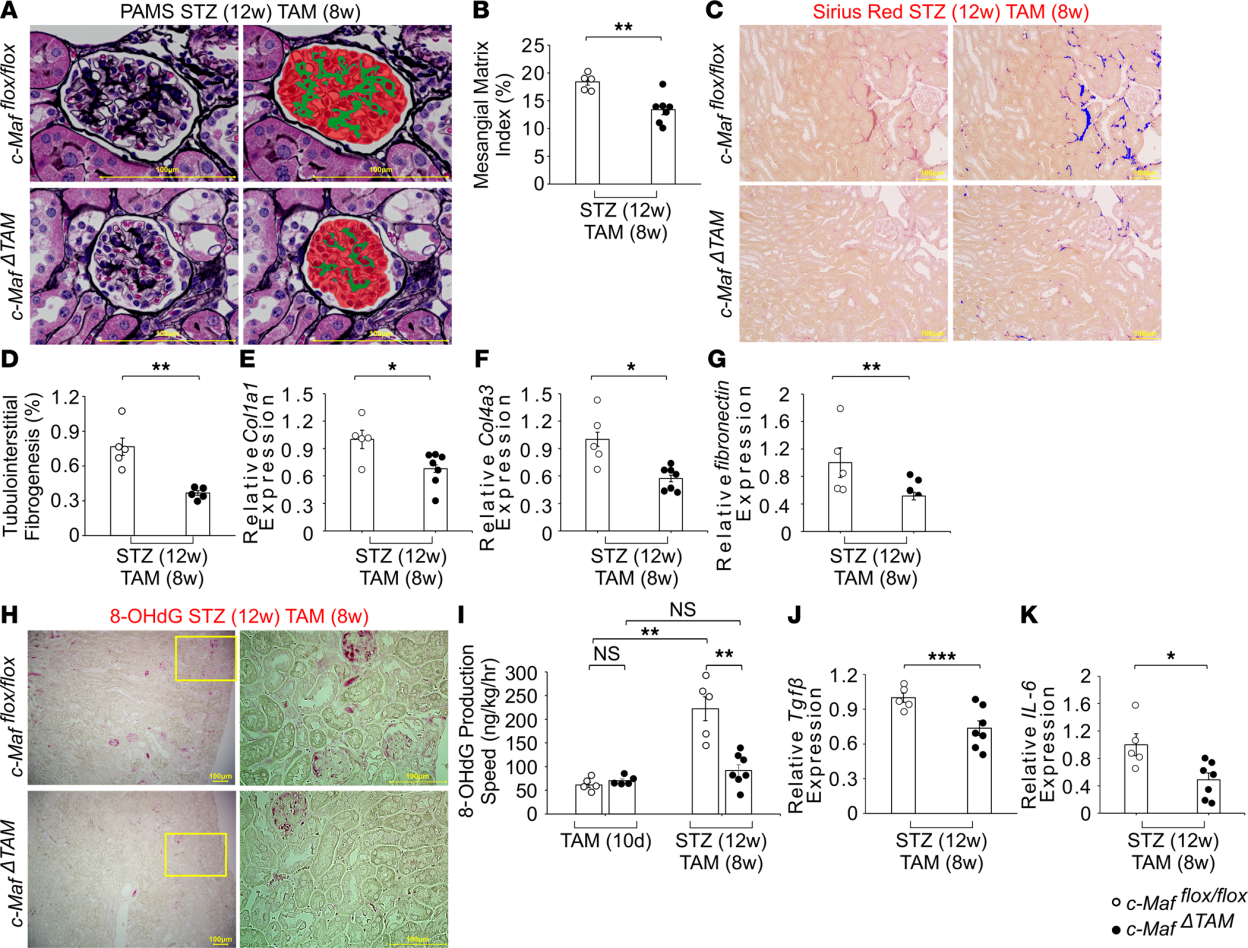
Diabetic kidney injury improves in *c-Maf^ΔTAM^* mice through reduced oxidative stress and inflammatory cytokine levels. Decreased (**A** and **B**) PAMS-positive mesangial matrix index and (**C** and **D**) Sirius red–positive area indicate the suppression of diabetic kidney injury in *c-Maf^ΔTAM^* mice (**A** and **B**: *c-Maf^fl/fl^*, *n* = 5; *c-Maf^ΔTAM^*, *n* = 7. **C** and **D**: *n* = 5 per group). Kidney sections collected on STZ(12w) TAM(8w) were used for both staining procedures. The increased ratio of mesangial matrix and fibrogenesis in *c-Maf^ΔTAM^* mice was ameliorated compared with *c-Maf^fl/fl^* mice. The mesangial matrix index represents the ratio of the mesangial matrix area (green) to the tuft area (glomerulus in red). Tubulointerstitial fibrogenesis lesions, defined as Sirius red–positive areas (blue), were measured to detect fibrogenesis and expressed as a percentage of the total area. (**E**) *Col1a1*, (**F**) *Col4a3*, and (**G**) *fibronectin* expression on STZ(12w) TAM(8w) (*c-Maf^fl/fl^*, *n* = 5; *c-Maf^ΔTAM^*, *n* = 7). (**H**) IHC staining of 8-OHdG distribution in the kidneys STZ(12w) TAM(8w) (*n* = 4 per group). (**I**) Urinary 8-OHdG levels indicate reduced oxidative stress in the kidneys of *c-Maf^ΔTAM^* mice compared with *c-Maf^fl/fl^* mice [*n* = 5 per group on TAM(10d); *c-Maf^fl/fl^*, *n* = 5 and *c-Maf^ΔTAM^*, *n* = 7 on STZ(12w) TAM(8w)]. (**J**) *Tgfβ* and (**K**) *Il-6* expression on STZ(12w) TAM(8w) (*c-Maf^fl/fl^*, *n* = 5; *c-Maf^ΔTAM^*, *n* = 7). Scale bars: 100 μm. **B**, **D**–**G**, and **I**–**K** were presented as the mean and the standard error of the mean (SEM). To assess whether differences between *c-Maf^ΔTAM^* and *c-Maf^fl/fl^* mice were statistically significant, a minimum of 3 biological replicates were analyzed using Welch’s *t* test, and a *P* value < 0.05 was considered significant. *P < 0.05, **P < 0.01, ***P < 0.001. White circles: *c-Maf^fl/fl^* groups, and black circles: *c-Maf^ΔTAM^* groups.

How the deposited data were processed for this re-analysis (not part of the article)

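RNA-Seq of whole kidneys was analysed in 4 *c-Maf* ΔTAM mice and 4 *c-Maf fl/fl* mice, which are all the samples of the series, and each mouse was 1 replicate. The deposited counts are whole numbers of reads per gene name, which the authors made with featureCounts version 2.0.1 on the exons of the Ensembl annotation of GRCm38. The authors did not normalize these counts, and the command in the header counts each read of a pair separately, ignores strand, and leaves out reads that overlap exons of more than 1 gene. The header does not name the aligner. The paper describes another route to its own values, with CLC Genomics Workbench, mm10, a quantile method, and the Empirical Analysis DGE tool (edgeR test) at an adjusted *P* value of 0.05. That route was not repeated here, because it starts from reads. The file gives a single kind of count, so the alternative with unique gene reads could not be applied, and 0 columns of per-sample values were left unused.

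Totals ranged from 16649129 to 22990257 counts per mouse, with a median of 18042033 in *c-Maf* ΔTAM and 20134442 in *c-Maf fl/fl* mice. All pairs of mice of one genotype differed by more than the sampling noise of their counts, so no library was counted as a copy of another. Genes were kept by edgeR's filterByExpr, which left 20149 of 55367. Library sizes were scaled by TMM (factors from 0.857 to 1.11), and the genotypes were compared with edgeR's robust quasi-likelihood fit and test, without covariates, in R 4.3.3 with edgeR 4.0.16 and limma 3.58.1. Standard errors are the absolute log2 fold change divided by the square root of the test's F value. Genes with a Benjamini-Hochberg adjusted *P* under 0.05 were called. CPM values are TMM-normalized, and log2 values used a prior count of 2. Exact permutation tests used all 70 assignments of the mice, so their smallest *P* is 0.0286.

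Solute carrier genes were compared with the other tested genes by Fisher's exact test. K-means used 3 clusters, 50 starts, and a fixed seed on z scores of the solute carrier genes. Gene lists were tested with limma's camera at a preset correlation of 0.01, and again with fry and with an estimated correlation, each adjusted over 15 lists. The lists were proximal S1 and S2, proximal S1 and S2 without glucose and amino acid transporters or albumin receptors, proximal S3, thick limb, distal convoluted tubule, collecting duct, podocyte, endothelium, macrophage, lymphocyte, fibroblast, hepatocyte, tubular injury, p53 target, and Nrf2 target genes. Genes were named in the text by a rule: *Maf* first, every gene the paper names (except those not reported here), the 5 largest rises and 5 largest falls among called genes with at least 1 CPM on average and no overlap between genotypes, the 3 solute carrier genes with the smallest *P* in each direction, and the called amino acid transporter genes. Overlapping exons were taken from the coordinates in the deposited file, and 36-base sequences shared between genes, GC content, and transcript length from GENCODE transcripts of GRCm38.

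The alternatives were RLE and upper-quartile factors, quantile normalization with limma-trend, edgeR's exact test on genes with at least 5 counts in total, DESeq2 1.42.0, genes with at least 1 count in any mouse, genes with at least 10 counts in every mouse, the replicate number as a block, the log2 level of *Xist* as a covariate, an adjusted *P* under 0.01, an absolute log2 fold change of at least 1, other backgrounds and cluster settings, and each mouse left out in turn. The fit of the 5 mice with high *Xist* and the fit without mitochondrial and ribosomal RNA genes were added after the counts had been seen. The scripts were tested on simulated counts with 200 changed genes. These had a mean above 1 CPM and an absolute log2 fold change of at least 1, so recovery of smaller changes was not measured. Over 19726 genes, the quasi-likelihood test recovered 83% of the 200, and 92% of those changed 4-fold, with 14 false calls among 180. On the same simulated counts, edgeR's exact test (20149 genes) recovered 91% with 37 false calls among 219, and DESeq2 (20144 genes) recovered 90% with 36 false calls among 216. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. The paper's qPCR, immunohistochemistry, urine, blood, and diabetic mouse measurements were not analysed here.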

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

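The tests of sex and of the Cre recombinase below were chosen after the list values had been seen, while the counts of other splits and the tests of GC content and transcript length were set before their results were seen.

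Among the 96 groups of 4 mice examined for a value far from the others, 6 exceeded Dixon's 95% limit, and chance alone gives about 4.8. For genes, the ratios of gap to range were taken on log2 CPM, while the levels are printed as CPM. *Lrp2* stood apart in both genotypes: *c-Maf fl/fl* mouse 2 was at 8602 CPM against 7165 to 7292 in the others (ratio of gap to range 0.904), and *c-Maf* ΔTAM mouse 1 was at 4466 CPM against 7183 to 7710 (0.87). *Sp1* in *c-Maf* ΔTAM mouse 3 was at 93.4 CPM against 105.7 to 108.2 (0.838). *Saa4* had 7 counts in *c-Maf fl/fl* mouse 4 and 0 in the other 3 (ratio 1), which is a difference of a few reads. *Ttr* was at 67.8 CPM in *c-Maf fl/fl* mouse 3 against 31.5 to 33.5 (0.917), and *Slc3a2* at 60.9 CPM in *c-Maf* ΔTAM mouse 1 against 88.6 to 93.3 (0.879). *c-Maf* ΔTAM mouse 1 is the only *c-Maf* ΔTAM mouse with low *Xist* and has the largest mitochondrial share, 32.3%. In *c-Maf fl/fl* mice 3 and 4, with low *Xist*, *Lrp2* was at 7259 and 7165 CPM, against 7292 and 8602 CPM in mice 1 and 2. *Slc3a2* was at 217 and 198.6 CPM there, against 182.2 and 199.7 CPM. For these genes, the values argue against a sex difference common to both genotypes as the source. An effect of sex in *c-Maf* ΔTAM mice only, mitochondrial share, and the mouse itself cannot be separated for a single library. No other biological explanation was tested. Without *c-Maf* ΔTAM mouse 1, the log2 fold change of *Lrp2* moved from -0.17 to -0.01 and that of *Slc3a2* from -1.26 to -1.13.

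A list of p53 target genes, which the paper does not analyse, was higher in *c-Maf* ΔTAM mice. The median log2 fold change was 0.5598 over 20 tested genes, 17 of them higher (camera adjusted *P* = 2.14e-09, fry adjusted *P* = 8.56e-05). With the correlation between genes estimated, camera's adjusted *P* was 0.00735. The list was fixed before the data were examined, because only the *c-Maf* ΔTAM mice carry Cre recombinase. Single genes, named here after their values had been seen, were *Eda2r* (log2 fold change 2.27, adjusted *P* = 0.00756), *Zmat3* (0.66, 0.000617), *Ccng1* (0.89, 0.0168), and *Plk2* (0.71, 0.011), each higher in all 4 *c-Maf* ΔTAM mice than in all 4 *c-Maf fl/fl* mice, whereas *Pmaip1* fell by 0.83 (0.00906) and *Cdkn1a* (1.32) and *Mdm2* (0.13) did not pass the threshold (adjusted *P* = 0.104 and 0.621). When single mice were left out, *Ccng1* passed in 6 of 8 fits and *Plk2* in 7, and the others past the threshold passed in all 8. Of the 35 splits of the 8 mice into 4 and 4, only the genotype split gave a camera *P* as small (1 of 35). With *Xist* as a covariate, the list median was 0.6393, which argues against the uneven sexes as its whole cause. After the trend of log2 fold change with GC content and transcript length was removed, it was 0.5829, above all 10000 random lists of the same size. What stays open is which part of the genotype it follows. In these libraries, Cre and the loss of c-Maf go together in every mouse. A response of p53 targets to Cre recombinase itself and one to the loss of c-Maf therefore cannot be told apart. The 17 higher genes do not decide between them.

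A list of Nrf2 target genes, also not analysed in the paper, was lower in *c-Maf* ΔTAM mice. Its median log2 fold change was -0.2961 over 18 genes, 16 of them lower (camera adjusted *P* = 3.89e-05, fry adjusted *P* = 0.000604). With the correlation between genes estimated, camera's adjusted *P* was 0.0232. Only the genotype split gave a camera *P* as small (1 of 35). The median was -0.229 with *Xist* as a covariate and -0.3222 after the trend with GC content and transcript length was removed, below all 10000 random lists, which argues against either as the whole cause. The change is small for most members, and 3 passed the threshold alone: *Hmox1* (-0.88), *Nqo1* (-0.80), and *Tkt* (-0.68). When single mice were left out, these passed in 3, 2, and 7 of 8 fits. No explanation beyond those above was tested, and as for the p53 targets, Cre and the loss of c-Maf go together in every mouse.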

How the results depend on the processing

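The alternatives listed in the processing summary were set before the data were examined, except the fit of the 5 mice with high *Xist* and the fit without mitochondrial and ribosomal RNA genes, which were chosen after seeing the data. The way a list's direction is read, by the sign of its median, was also set after a first look at the alternatives. It affects only lists that did not pass the threshold.

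The fall of *Slc5a2* kept its direction under every alternative that was run, from -4.02 to -3.42 on the log2 scale, and stayed past the adjusted *P* threshold of 0.05 in each. At the stricter threshold of 0.01, its adjusted *P* of 0.0101 lies just outside. The p53 target list stayed higher (0.51 to 0.64) and the Nrf2 target list lower (-0.32 to -0.23), and both proximal S1 and S2 lists stayed lower, all past the threshold. The overrepresentation of solute carrier genes among all called genes ranged from an odds ratio of 3.79 to 10.2 and stayed past the threshold. *Cmip* stayed between 0.13 and 0.38, below the threshold.

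The number of differentially expressed genes moved with the setting, against 436 (118 higher, 318 lower). DESeq2 gave 836 (280 higher, 556 lower), including all 436. *Xist* as a covariate gave 1443 (561 higher, 882 lower), and the 5 mice with high *Xist* gave 789 (322 higher, 467 lower). The exact test gave 596 (218 higher, 378 lower) and genes with any count 600 (191 higher, 409 lower). An adjusted *P* under 0.01 gave 180 (36 higher, 144 lower), and an absolute log2 fold change of at least 1 also gave 180 (40 higher, 140 lower). With *Xist* as a covariate, the biological coefficient of variation fell from 0.203 to 0.135, but whether this is why more genes passed was not tested. The cause was also not tested for DESeq2, the exact test, and genes with any count. Across the 8 fits that each left out 1 mouse, 239 to 452 genes passed, 51 to 142 higher and 188 to 310 lower. Fewer mice do not account for the whole range, since the fit without *c-Maf* ΔTAM mouse 1 gave 452 genes against 436. The cause was not tested. The fewest came without *c-Maf* ΔTAM mouse 3 (239), *c-Maf* ΔTAM mouse 2 (256), and *c-Maf fl/fl* mouse 3 (285). Upper-quartile factors gave 152 higher and 266 lower genes, quantile normalization 141 and 267.

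With 2 clusters in place of 3, the cluster with *Slc5a2* held 134 genes in place of 77, since fewer clusters are larger. Of the amino acid transporter genes, 0 were higher, but 1 was with DESeq2, 2 with *Xist* as a covariate, 2 among the mice with high *Xist*, and 0 to 1 when single mice were left out. Among the mice with high *Xist*, *Maf* was -3.87 but no longer past the threshold, and the cause was not tested.

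Genes and lists that were not past the threshold changed sign in several settings, most of them near 0 and the hepatocyte list further from it. With *Xist* as a covariate, these were *Slc12a1* (-0.048), *Slc2a1* (-0.023), and the lists of thick limb (-0.044), podocyte (-0.065), and distal convoluted tubule (-0.057). Among the mice with high *Xist*, they were *Col1a1* (-0.13), *Slc7a5* (-0.029), and the lists of tubular injury (-0.00166), thick limb (-0.037), hepatocyte (0.36), fibroblast (-0.071), distal convoluted tubule (-0.048), and podocyte (-0.021). With quantile normalization, they were *Cubn* (0.17), *Lrp2* (0.055), *Sp1* (0.039), and the lists of collecting duct (0.060) and proximal S3 (0.028). With upper-quartile factors, they were *Cubn* (0.0095), *Sp1* (0.031), and collecting duct (0.024). The hepatocyte list was 0.17 with DESeq2, the exact test, and genes with any count, and 0.18 with at least 10 counts in every mouse, where proximal S3 was 0.011. For these the cause was not tested.

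When single mice were left out, signs changed within these ranges: collecting duct -0.13 to 0.086, distal convoluted tubule -0.040 to 0.14, thick limb -0.057 to 0.16, lymphocyte -0.043 to 0.59, podocyte -0.036 to 0.13, hepatocyte -0.47 to 0.39, *Slc2a1* -0.044 to 0.26, *Cubn* -0.071 to 0.012, *Sp1* -0.036 to 0.032, *Irs2* -0.019 to 0.25, *Col1a1* -0.052 to 0.47, *Fn1* -0.22 to 0.033, *Hprt* -0.053 to 0.11, *Slc7a5* -0.061 to 0.43, and *Slc12a1* -0.016 to 0.15.

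Of 41 other genes named by the rule, calls were lost for 1 with upper-quartile factors, 2 with quantile normalization, 1 with the exact test, 3 with genes with any count, 1 among the mice with high *Xist* (*Smoc1*, while *Irs2* was gained), and 1 to 5 when single mice were left out. With RLE factors, DESeq2, *Xist* as a covariate, and without mitochondrial and ribosomal RNA genes, 0 were lost.

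The labels number the mice of each genotype from 1 to 4. The deviations of same-numbered mice from their genotype means had correlations of -0.373, 0.152, -0.11, and -0.331, so the numbers do not pair the mice. With the replicate block, 129 genes passed (18 higher, 111 lower), 127 of them among the 436, and calls were lost for 11 of the 41 other named genes (*Saa4*, *Kcne1l*, *Chrnb4*, *Smoc1*, *Ttr*, *Slc18a1*, *Slc6a12*, *Slc7a8*, *Slc43a2*, *Slc38a4*, and *Col4a3*). The odds ratio of solute carrier genes among the higher genes was then 4.04 (*P* = 0.23, Fisher's exact test), *Maf* was -4.28 and *Slc2a2* -1.17, both just outside the threshold (adjusted *P* = 0.0516 and 0.056), and the collecting duct list was 0.012. The biological coefficient of variation was 0.234 with the block and 0.203 without it, and why fewer genes passed was not tested.

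With 4 mice in each genotype, changes below the spread between mice could not be shown. The simulated counts put the share of recovered genes at 83%, for absolute log2 fold changes of at least 1 in genes above 1 CPM. That share does not hold for smaller changes, which were not simulated. Genes with few counts, such as *Saa4*, are limited by depth. The alternative with unique gene reads was not run, since the file holds 1 kind of count.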

Differences from the paper's values

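The comparison on the exchanged direction was chosen after the counts had been seen, and the other comparisons were not. The paper's numbers of upregulated and downregulated genes are 261 and 113, and here 118 genes were higher and 318 lower in *c-Maf* ΔTAM mice. On the exchanged direction, *c-Maf fl/fl* relative to *c-Maf* ΔTAM mice, these counts are 318 and 118, within 1.5 times the paper's 261 and 113. The total of 436 is within 1.5 times the paper's 374. In the direction as the paper words it, of the alternatives set before the data were examined, edgeR's exact test (218), DESeq2 (280), and genes with any count (191) came within 1.5 times of the paper's 261 upregulated genes. For the paper's 113 downregulated genes, the replicate block (111), an adjusted *P* under 0.01 (144), and an absolute log2 fold change of at least 1 (140) did. None of the alternatives set before the data were examined brought both counts within that limit together. In every setting, from 59.2% to 86% of the called genes were lower in *c-Maf* ΔTAM mice, and *Maf* itself fell. For these counts, that argues against the paper's split in the direction as worded. Whether the paper's own contrast was exchanged cannot be read from them, since its values came by another route. On the exchanged direction, RLE factors, upper-quartile factors (266 and 152), quantile normalization with limma-trend (267 and 141), at least 10 counts in every mouse (272 and 112), and the fits without *c-Maf* ΔTAM mouse 1 or 4 and without *c-Maf fl/fl* mouse 1, 3, or 4 brought both within it, and the others did not.

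The paper's qPCR value of *Sglt2* in *c-Maf* ΔTAM relative to *c-Maf fl/fl* mice is about 0.05 in Fig. 3A, read by eye, and the RNA-Seq ratio of *Slc5a2* here was 0.0763. The qPCR is another assay, on more mice than were sequenced, and the reading by eye places the pair close to the limit of 1.5 times. Quantile normalization (0.0693), the replicate block (0.0673), *Xist* as a covariate (0.064), and the fits without *c-Maf* ΔTAM mouse 2 (0.0618), without *c-Maf* ΔTAM mouse 3 (0.0695), and without *c-Maf fl/fl* mouse 4 (0.075) came within that limit, and the other alternatives set before the data were examined did not.

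The paper's qPCR value of *Glut2* is about 0.28 in Fig. 3B, read by eye, and the RNA-Seq ratio of *Slc2a2* here was 0.457. Of the alternatives set before the data were examined, only the fit without *c-Maf* ΔTAM mouse 4 (0.407) came within 1.5 times of it.

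The paper shows the genes with the smallest *P* values on the positive side of its volcano plot (Fig. 2A). Here, 46 of the 50 genes with the smallest *P* values were lower in *c-Maf* ΔTAM mice, and 49 of 50 with the exact test, where the largest -log10 *P* was 69.8 among lower and 18.8 among higher genes. The paper reports megalin and cubilin as downregulated by qPCR (Fig. 2, D and E), at about 0.67 each, read by eye. In the RNA-Seq libraries, the ratios were 0.892 for *Lrp2* and 0.977 for *Cubn*, with no detectable difference between genotypes, and *Lrp2* was lowest with *Xist* as a covariate (0.821) and above the controls with quantile normalization (1.04), as was *Cubn* with upper-quartile factors (1.01), with quantile normalization (1.13), and without *c-Maf fl/fl* mouse 2 (1.01).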

Other observations

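The tests of sex, of mixed RNA, of exchanged labels, and of fewer S1 and S2 cells were chosen after the values had been seen. The counts of splits and the test of transcript abundance were set before their results were seen.

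Of the 35 splits of the 8 mice into 4 and 4, only the genotype split gave as many as 436 differentially expressed genes (1 of 35), and the next largest split gave 2. With *Xist* as a covariate in each fit, it was again 1 of 35, and the next largest gave 23. Solute carrier transcripts are abundant in kidney, which could raise their share among called genes. Within 10 groups of the tested genes by mean CPM, the common odds ratio was 4.79, so abundance alone does not account for it. With *Xist* as a covariate it was 3.794, which argues against the uneven sexes as its whole cause.

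The libraries appear to come from mice of both sexes, which the paper's text does not state for these mice. The 3 libraries with low *Xist* (*c-Maf* ΔTAM mouse 1, *c-Maf fl/fl* mice 3 and 4) were those in which all 4 Y chromosome genes examined (*Ddx3y*, *Kdm5d*, *Eif2s3y*, *Uty*) exceeded every other library, in 3 of 3 libraries. *Ddx3y* had 773, 917, and 778 counts in them and 0 to 7 in the others. Mixing of RNA between libraries may be set aside as the source, since the summed Y gene level in the libraries with high *Xist* reached at most 0.47% of the median in the others. Exchanged genotype labels are not needed either, since all 3 libraries with low *Xist* had a *Maf* level on the side of their own genotype. The first principal component (31.1% of the variance) separated the mice with low *Xist* from the others, and the second (25.4%) separated the genotypes. A biological difference between sexes is the explanation that these values allow.

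Genes of the proximal S1 and S2 segments were lower as a list: 12 of 12 genes fell, with a median log2 fold change of -1.18 (camera adjusted *P* = 7.72e-13, fry adjusted *P* = 0.000526, camera adjusted *P* = 0.0377 with the correlation between genes estimated). Without glucose and amino acid transporters and albumin receptors, the list, which shares 7 genes with the first, also fell in 12 of 12 genes, with a median of -1.03 (camera adjusted *P* = 5.79e-10, fry adjusted *P* = 0.000526, camera adjusted *P* = 0.0377 with the correlation between genes estimated). Both were largest in the genotype split (1 of 35 each). With *Xist* as a covariate, the median of the first list was -1.30, which argues against the uneven sexes. The paper itself studies 4 of the first list's genes (*Slc5a2*, *Slc2a2*, *Lrp2*, *Cubn*). One hypothesis is that the samples held fewer S1 and S2 cells. That would lower the list's genes by one common amount, but the 95% intervals of 6 of the 12 genes left out the list median, and the genes ran from *Gatm* (-3.78) to *Cubn* (-0.03). This limit on the number of genes was set after their values had been seen. The values are not one common fall, and a smaller share of these cells could still account for part of it.

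The other 11 lists did not pass the threshold in camera, fry, or with an estimated correlation. Their median log2 fold changes and camera adjusted *P* values were -0.08 and 0.987 for proximal S3 (5 of 10 genes higher), 0.05 and 0.987 for thick limb (5 of 8), 0.04 and 0.987 for distal convoluted tubule (5 of 6), -0.02 and 0.987 for collecting duct (3 of 8), and 0.02 and 0.987 for podocyte (6 of 8). They were -0.13 and 0.216 for endothelium (2 of 8 higher), 0.21 and 0.147 for macrophage (6 of 8), 0.36 and 0.79 for lymphocyte (3 of 4), and 0.13 and 0.308 for fibroblast (6 of 7). They were -0.24 and 0.24 for hepatocyte (3 of 8 higher) and 0.12 and 0.852 for tubular injury (9 of 12). Without single mice, several of these medians change sign, and without *c-Maf fl/fl* mouse 1 the fibroblast list passed the threshold in camera (median 0.32, adjusted *P* = 0.0405; 0.166 to 0.839 in the other 7 such fits).

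Among other genes that the paper names, *Slc5a1* (log2 fold change 0.27, standard error 0.105, adjusted *P* = 0.272), *Slc2a1* (0.11, 0.192, 0.86), *Hnf4a* (-0.20, 0.0984, 0.386), *Irs1* (-0.12, 0.169, 0.807), and *Irs2* (0.11, 0.175, 0.841) were not detectably different in whole kidney. *Irs1* shares 30.9% of its exonic bases with *Gm9747*, and reads there were not counted. Among the mice with high *Xist*, *Irs2* was 0.49 with an adjusted *P* of 0.0341, and it lay between -0.02 and 0.25 when single mice were left out. *Srebf1* (0.37), *Sp1* (-0.01), *Wt1* (0.17), *Tgfb1* (-0.26), *Col1a1* (0.17), *Fn1* (-0.09), *Hprt* (0.02), *Slc7a5* (0.19), and *Slc12a1* (0.04) were also below the threshold. *Col4a3* was lower (log2 fold change -0.38, standard error 0.0825, adjusted *P* = 0.0349, all 4 *c-Maf* ΔTAM mice below all 4 *c-Maf fl/fl* mice), and passed the threshold in 0 of the 8 fits that each left out 1 mouse. *Col4a3* was past it with *Xist* as a covariate (-0.41, adjusted *P* = 0.00114) and among the mice with high *Xist* (-0.39, adjusted *P* = 0.0117). It was not past it with upper-quartile factors (-0.34, adjusted *P* = 0.0622) or quantile normalization with limma-trend (-0.26, adjusted *P* = 0.305). Nor was it with edgeR's exact test (-0.38, adjusted *P* = 0.177) or the replicate block (-0.38, adjusted *P* = 0.269). *Mafa*, *Nrl*, *Foxa2*, *Il10*, *Il17a*, *Il6*, *Npc1l1*, *Avpr2*, and *Cnr1* had 53, 3, 4, 6, 0, 8, 11, 40, and 50 counts over all 8 mice and were too low to test. Reads on 81.3% of the exonic bases of *Avpr2*, shared with *Arhgap4*, were not counted, so its low count does not show low expression.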
